# The genomic response to 20-hydroxyecdysone at the onset of *Drosophila *metamorphosis

**DOI:** 10.1186/gb-2005-6-12-r99

**Published:** 2005-11-21

**Authors:** Robert B Beckstead, Geanette Lam, Carl S Thummel

## Abstract

**Background:**

The steroid hormone 20-hydroxyecdysone (20E) triggers the major developmental transitions in *Drosophila*, including molting and metamorphosis, and provides a model system for defining the developmental and molecular mechanisms of steroid signaling. 20E acts via a heterodimer of two nuclear receptors, the ecdysone receptor (EcR) and Ultraspiracle, to directly regulate target gene transcription.

**Results:**

Here we identify the genomic transcriptional response to 20E as well as those genes that are dependent on *EcR *for their proper regulation. We show that genes regulated by 20E, and dependent on *EcR*, account for many transcripts that are significantly up- or downregulated at puparium formation. We provide evidence that 20E and EcR participate in the regulation of genes involved in metabolism, stress, and immunity at the onset of metamorphosis. We also present an initial characterization of a 20E primary-response regulatory gene identified in this study, *brain tumor *(*brat*), showing that *brat *mutations lead to defects during metamorphosis and changes in the expression of key 20E-regulated genes.

**Conclusion:**

This study provides a genome-wide basis for understanding how 20E and its receptor control metamorphosis, as well as a foundation for functional genomic analysis of key regulatory genes in the 20E signaling pathway during insect development.

## Abstract 2

The genome-wide transcriptional response to 20-hydroxyecdisone at the onset of *Drosophila *metamorphosis, as well as its dependency on one of the ecdysone receptors is described.

## Background

Small lipophilic hormones such as retinoic acid, thyroid hormone, and steroids control a wide range of biological pathways in higher organisms. These hormonal signals are transduced into changes in gene expression by members of the nuclear receptor superfamily that act as hormone-responsive transcription factors [1]. Although extensive studies have defined the molecular mechanisms by which nuclear receptors regulate transcription, much remains to be learned about how these changes in gene activity result in the appropriate biological responses during development.

*Drosophila melanogaster *provides a powerful model system for elucidating the molecular and genetic mechanisms of hormone action. Pulses of the steroid hormone 20-hydroxyecdysone (20E) act as critical temporal signals that direct each of the major developmental transitions in the *Drosophila *life cycle, including molting and metamorphosis [2]. A high titer pulse of 20E at the end of the third larval instar triggers puparium formation, initiating metamorphosis and the prepupal stage of development. A second 20E pulse approximately 10 hours after pupariation triggers adult head eversion and marks the prepupal-to-pupal transition. Our current understanding of the molecular mechanisms of 20E action in insects derives from detailed characterization of the puffing patterns of the giant larval salivary gland polytene chromosomes [3-6]. These studies exploited an organ culture system that allows the use of defined hormone concentrations as well as the addition of cycloheximide to distinguish primary responses to the 20E signal [5,6]. The puffing studies revealed that 20E acts, at least in part, through a two-step regulatory cascade. The hormone directly induces approximately six early puff genes [7]. The protein products of these genes were proposed to repress their own expression as well as induce many secondary-response late puff genes that, in turn, were assumed to direct the appropriate biological responses to the hormone.

The identification and characterization of a 20E receptor, along with several early and late puff genes, has supported and extended this hierarchical model of 20E action. Like vertebrate hormones, 20E regulates gene expression by binding to a nuclear receptor heterodimer, consisting of the ecdysone receptor (EcR) and Ultraspiracle (USP), which are orthologs of the vertebrate LXR and RXR receptors, respectively [8]. Several early puff genes have been identified, including the *Broad-Complex *(*BR-C*) and *E74 *[9,10]. As predicted by the puffing studies, these genes encode transcription factors that directly regulate late puff gene expression [11,12] and are essential for appropriate biological responses to 20E [13,14]. Other studies, however, have shown that not all early puffs encode transcriptional regulators. These include a calcium binding protein encoded by *E63-1 *[15] and the *E23 *ABC transporter gene [16]. In addition, a molecular screen identified fifteen new 20E primary-response genes, only two of which correspond to early puff loci, suggesting that the hormone triggers a much broader transcriptional response than is evident from the puffing pattern of the salivary gland polytene chromosomes [17]. Similarly, the isolation of late puff genes has demonstrated that some of these presumed effectors may function in a regulatory capacity, such as the CDK-like protein encoded by *L63 *[18].

Several papers have used microarrays to identify genes that change their expression at the onset of metamorphosis [19-21]. Although critical for understanding the dramatic switches in gene expression that occur at this stage, these studies are restricted to developmental analysis of staged tissues or animals, with no direct links to 20E signaling. Increasing evidence indicates that other hormones and receptors may contribute to the complex developmental pathways associated with metamorphosis [8,22,23]. In addition, some transcripts are induced at puparium formation independently of 20E or its receptor [24]. It thus remains unclear to what extent 20E and EcR contribute to the global reprogramming of gene activity that occurs at the early stages of metamorphosis.

In this study, we use larval organ culture in combination with microarray technology to identify genes regulated by 20E alone or 20E in the presence of cycloheximide [5,6]. We also examine the effects of disrupting *EcR *function on the global patterns of gene expression at the onset of metamorphosis, and use these data to refine our lists of 20E-regulated genes. The top 20E-regulated genes described here include many of the key genes identified by puffing studies, validating our approach. We also identify many new genes that are part of the 20E/EcR regulatory cascade and define roles for EcR in the regulation of stress, immunity, and metabolism at the onset of metamorphosis. Finally, we characterize one 20E primary-response target in more detail - the *brat *gene, which encodes a translational regulator [25,26]. We show that *brat *mutants display defects at the onset of metamorphosis and mis-regulate key 20E target genes, consistent with a disruption in 20E signaling. This work provides a genomic foundation for defining the roles of 20E and EcR in controlling insect development.

## Results and discussion

### Most genes that change expression at pupariation require *EcR *function

To identify genes that alter their expression in synchrony with the late third instar and prepupal pulses of 20E, RNA was isolated from *w*^*1118 *^animals staged at -18, -4, 0, 2, 4, 6, 8, 10, and 12 hours relative to pupariation, labeled, and hybridized to Affymetrix *Drosophila *Genome Arrays. The sensitivity and accuracy of the array data were determined by comparing the expression patterns of known 20E-regulated genes with previously published developmental Northern blot data [27,28]. A subset of this analysis, depicted in Figure 1, reveals that the temporal expression pattern of key regulatory genes - *EcR*, *usp*, *E74A*, *DHR3*, *FTZ-F1*, and *DHR39 *- are faithfully reproduced in the temporal arrays, as well as the 20E-regulated switch from *Sgs *glue genes to *L71 *late genes in the larval salivary glands, and the expression of representative *IMP *and *Edg *genes in the imaginal discs and epidermis. This comparison demonstrates that the microarrays accurately reflect the temporal patterns of 20E-regulated gene expression at the onset of metamorphosis and have sufficient sensitivity to detect rare transcripts such as *EcR *and *E74A*.

*EcR *mutants die during early stages of development, complicating their use for studying receptor function during metamorphosis. To circumvent this problem, we employed a transgenic system that allows heat-induced expression of double-stranded RNA corresponding to the *EcR *common region to disrupt *EcR *function at puparium formation (*EcRi*) [29]. RNA was harvested for array analysis from *EcRi *animals staged at -4, 0, and 4 hours relative to pupariation. All *EcRi *animals formed arrested elongated prepupae, consistent with an effective block in 20E signaling and highly reduced EcR protein levels (Figures 2 and 3c in [29]). Data obtained from these arrays were compared to our array data from control animals at the same stages of development to identify *EcR*-dependent genes. The initial effect of *EcR *RNA interference RNA (RNAi) is significant upregulation of gene expression in late third instar larvae, followed by a switch at puparium formation such that the majority of genes are not properly induced (Figure 2a). These data are consistent with genetic studies of *usp *that define a critical role for this receptor in repressing ecdysone-regulated genes during larval stages [30], and provide further evidence that one essential function for the EcR-USP heterodimer is to prevent premature maturation through the repression of select 20E target genes during larval stages.

A total of 4,188 genes change their expression at least 1.5-fold in at least one time point in *EcRi *animals (Additional data file 1), suggesting that almost a third of all genes require *EcR*, either directly or indirectly, for their proper regulation at the onset of metamorphosis. This number is consistent with the 2,268 genes that have been reported to change their expression at pupariation in one of five tissues examined: midgut, salivary gland, wing disc, epidermis, and central nervous system [20]. It is also similar to the 4,042 genes that change their expression at least 1.5-fold at pupariation in our temporal arrays. Of these 4,042 genes, 2,680 are affected in *EcRi *animals, supporting the proposal that EcR plays a major role in coordinating transcriptional responses at the onset of metamorphosis. Not all genes that change their expression at pupariation, however, are dependent on *EcR*. Several such transcripts were selected for validation by Northern blot hybridization (Additional data file 3). This is consistent with an earlier microarray study of *EcR*-regulated genes in the larval midgut [20]. This study found that of 955 genes that change their expression in wild-type midguts at the onset of metamorphosis, 672 genes are affected by an *EcR *mutation while 283 genes are unaffected, close to the proportion of *EcR*-independent genes identified by our study. This is also consistent with earlier studies that indicate that other signaling pathways are active at this stage in development. For example, the *miR-125 *and *let-7 *microRNAs are dramatically induced at puparium formation, in tight temporal synchrony with the 20E primary-response *E74A *mRNA, but do so in a manner that is independent of either 20E or *EcR *[24]. Similarly, α-ecdysone, the immediate upstream precursor of 20E, has critical biological functions [23,31,32], can activate the DHR38 nuclear receptor [22], and can induce genes in *Drosophila *third instar larvae that are distinct from those that respond to 20E (RBB, GL and CST, unpublished results). The sesquiterpenoid juvenile hormone can also function with 20E to direct specific transcriptional responses during early metamorphosis [33-35]. The results of the study described here, however, indicate that most genes that change their expression at the onset of metamorphosis do so in an *EcR*-dependent fashion, and pave the way for future studies that integrate these responses with those of other signaling pathways.

### Identification of 20E-regulated genes in cultured larval organs

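Transcript levels in cultured larval organs were measured on 12 arrays, 3 for each of 4 groups: no hormone, 20-hydroxyecdysone (20E), the steroid hormone that triggers metamorphosis, cycloheximide, which blocks protein synthesis, and 20E plus cycloheximide. The organs of 8 animals per well were preincubated for 1 h and then treated for 6 h at 25 °C with 5 µM 20E, 85 µM cycloheximide, both or neither. The 3 cultures of each group were harvested separately, so the p-values given with these data measure the spread between separate harvests. The authors normalized the arrays with dChip, which gave 1 expression value per probe set. The deposited values are linear intensities of 13966 probe sets, with array medians from 114 to 118 and maxima from 13836 to 16324. Between 15.7% and 17.5% of the intensities of an array lay under 50, and no detection calls come with them. Intensities under 10, of which there were 636 over the 12 arrays, were set to 10, and all were converted to log2 values with no further normalization. The 4 groups were fitted in 1 limma model with an intensity trend in the variance, and the number of arrays limits its precision. The comparisons were 20E with no hormone, 20E plus cycloheximide with cycloheximide, cycloheximide with no hormone, and the difference between both effects of 20E. A probe set was called higher or lower at a Benjamini-Hochberg adjusted p under 0.10 and at least a 1.3-fold change, the false discovery rate and fold the paper gives for its own test with SAM, and the difference between both effects was called on the adjusted p alone. Means of intensities are given with their SD over 3 arrays, log2 fold changes with the standard error from limma, and adjusted p-values are two-sided and cover all probe sets.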

To identify 20E-regulated genes, wandering third instar larvae were dissected and their organs cultured in the presence of either no hormone, 20E alone, cycloheximide alone, or 20E plus cycloheximide for 6 hours. RNA extracted from these samples was analyzed on Affymetrix *Drosophila *Genome Arrays. Comparison of the no hormone and 20E-treated datasets led to the identification of 20E-regulated genes, while comparison of the cycloheximide dataset with data derived from organs treated with 20E and cycloheximide led to the identification of a set of genes we refer to as 20E primary-response genes. 

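Organs cultured with cycloheximide alone differed from organs cultured without hormone in several gene groups. Of 12 measured E(spl) complex and Bearded genes, most of them targets of Notch signalling, 7 rose (limma; 7 when adjusted over the list alone). E(spl)mbeta-HLH, a transcriptional repressor, had an intensity of 449 ± 48.6 without hormone and 3503 ± 166 with cycloheximide (SD, n = 3), a log2 fold change of 2.97 (standard error 0.11, adjusted p = 6.79e-08). The log2 fold change of E(spl)m4-BFM, a member of the Bearded family, was 2.06 (standard error 0.23, adjusted p = 6.72e-04). A list headed immediate early and JNK genes also held other regulatory genes, among them extra macrochaetae and hairy. Of its 17 genes, 9 rose and 1, pointed (pnt), fell (9 and 1 when adjusted over the list alone). The call of pnt ended with each of no hormone replicates 2 and 3 and cycloheximide replicates 1 and 3 (adjusted p from 0.143 to 0.247) left out in turn. Among those that rose were extra macrochaetae (emc), an inhibitor of helix-loop-helix factors, at 1.72 (standard error 0.12, adjusted p = 2.99e-05), and the transcription factor gene Ets21C at 1.44 (standard error 0.13, adjusted p = 2.08e-04). Of those that rose, aop lost its call with each of no hormone replicates 2 and 3 and cycloheximide replicate 1 (adjusted p from 0.104 to 0.135) left out in turn and rho with each of no hormone replicates 1 and 2 and cycloheximide replicates 1 and 3 (adjusted p from 0.108 to 0.198). Of 20 glutathione transferase genes, whose products conjugate toxic compounds, 12 fell (12 when adjusted over the list alone), GstD1 losing its call with each of no hormone replicate 2 and cycloheximide replicates 1 and 3 (adjusted p from 0.116 to 0.131) left out in turn and GstD6 with each of no hormone replicate 3 and cycloheximide replicate 1 (adjusted p up to 0.111). The intensity of GstD2 was 1978 ± 402 without hormone and 347 ± 39.3 with cycloheximide, a log2 fold change of -2.50 (standard error 0.17, adjusted p = 2.55e-05). Of 14 antimicrobial peptide genes, which are induced by infection, 5 fell (9 when adjusted over the list alone): the Cecropin genes CecA1, CecA2, CecB and CecC, and AttD. Cecropin A1 had a log2 fold change of -2.44 (standard error 0.30, adjusted p = 0.00104), on a probe set that can also detect other Cecropin transcripts. The Cecropin calls may thus not be independent of each other. With camera and a preset correlation of 0.01, the adjusted p was 8.52e-09 for the E(spl) and Bearded genes, 6.44e-09 for the immediate early genes, 9.39e-13 for the glutathione transferases and 3.03e-06 for the antimicrobial peptides. The adjusted p = 0.117, 0.0133, 0.0294 and 0.267, in that order, with an estimated correlation. In all, 496 probe sets were higher and 121 lower with cycloheximide alone, 61 and 16 of them at least 2-fold. For 614 of these 617 the arrays of both groups did not overlap. They were called on these same arrays, so this adds no evidence. Of all probe sets, 27.1% had arrays that did not overlap, where chance gives 10%. Of the probe sets higher with 20E alone, 60 were also higher with cycloheximide alone, and 48 of these were not called with 20E plus cycloheximide against cycloheximide: emc was at 332 without hormone, 485 with 20E, 1088 with cycloheximide and 879 with both. Independent lists would share 8.74 probe sets, a value that leaves out the 3 shared no hormone arrays, and 20 simulations that shared these arrays but left out any effect gave 0.05 on average and 1 at most; neither value is that of lists with real effects and shared controls, from which part of the excess may come. The call of emc with 20E alone ended without no hormone replicate 2 (adjusted p = 0.215) or 3 (0.140) and without 20E replicate 2 (0.199) or 3 (0.131), and with a fit of only the 6 arrays (0.114) or a floor of 50 (0.119), in a range of 0.0302 to 0.215 over the alternatives. The count of higher probe sets was 241 without cycloheximide replicate 1 and 290 without no hormone replicate 3, and that of lower ones 59 and 77 without cycloheximide replicates 1 and 3, 63 without no hormone replicate 2, 206 without no hormone replicate 1 and 200 without cycloheximide replicate 2.

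**Figure D1:**
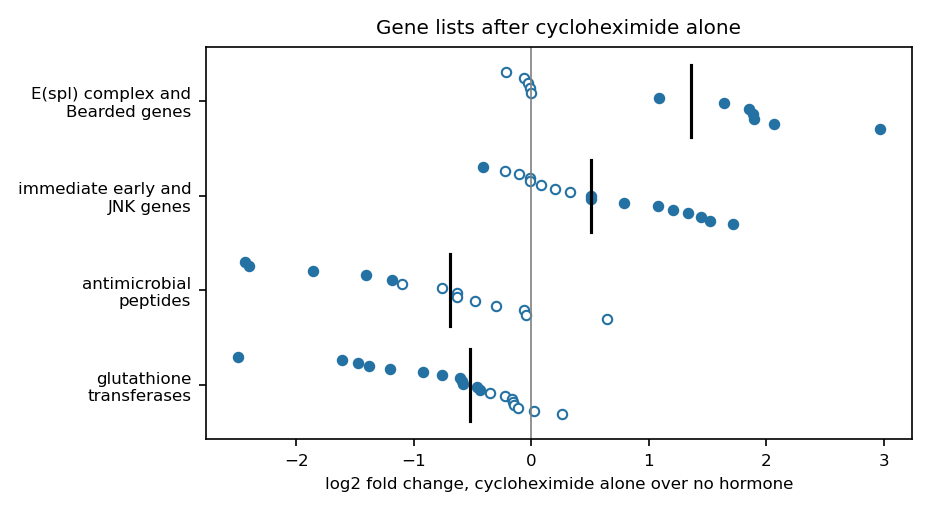
Log2 fold change of cycloheximide alone over no hormone (x axis) for the members of 4 gene lists (y axis), 1 point per gene, filled where the gene passed the test; the black bar is the list's median. The median was 1.36 for the E(spl) complex and Bearded genes, 0.50 for the immediate early and JNK genes, -0.69 for the antimicrobial peptides and -0.52 for the glutathione transferases.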

In comparing these datasets, it is important to note that cycloheximide treatment alone can stabilize pre-existing mRNAs and thus mask their induction by 20E [6,17,36]. These transcripts would not be identified by our experiments. In addition, some 20E-inducible genes are expressed at higher levels in the absence of protein synthesis, due to the lack of 20E-induced repressors [6,17]. 

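Osi2, a gene of the Osiris family, had an intensity of 83.2 ± 9.83 without hormone, 75.5 ± 4.47 with 20E, 85.9 ± 22.3 with cycloheximide and 641 ± 199 with 20E plus cycloheximide (SD, n = 3). The effect of 20E on Osi2 was larger with cycloheximide by 3.01 on the log2 scale (standard error 0.31, limma adjusted p = 0.00842). Blimp-1, a zinc finger repressor named CG5249 in the paper, stood at 172, 217, 163 and 513 in the same 4 groups, and its effect was larger by 1.32 (standard error 0.17, adjusted p = 0.0239). Cyp18a1, which encodes a cytochrome P450 that inactivates ecdysteroids, had an effect larger by 1.62 (standard error 0.27, adjusted p = 0.0867). In the other direction, CG8654 was at 83.0 ± 7.42 with cycloheximide and 32.6 ± 5.08 with 20E plus cycloheximide but at 37.0 and 36.9 in the groups without cycloheximide, and its effect differed by -1.35 (standard error 0.16, adjusted p = 0.0198). For Cyp18a1 and CG8654 intensities under 50 enter, near the background, so the size of the difference is uncertain: with a floor of 50 it was 1.49 and -0.73, and both stayed called (adjusted p = 0.0717 and 0.0243). In all, the effect of 20E differed for 19 probe sets, 11 with a higher and 8 with a lower value in the presence of cycloheximide. Among the 11 were CG10485, CG3408 and CG18334, whose probe sets were low on all 20E arrays and on cycloheximide replicates 1 and 3 and high on cycloheximide replicate 2. The calls of Blimp-1 and CG8654 ended without no hormone replicate 2 (adjusted p = 0.130 and 0.111, within 0.00645 to 0.130 and 0.00446 to 0.111 over the alternatives). That of Cyp18a1 ended without no hormone replicate 1, 2 or 3 (adjusted p = 0.119, 0.276 and 0.181), 20E replicate 1, 2 or 3 (0.107, 0.243 and 0.171), 20E plus cycloheximide replicate 3 (0.226) or cycloheximide replicate 1 (0.121), in a range of 0.0262 to 0.276 over the alternatives. Without 1 array the count was 1 (Osi2) without no hormone replicate 2, 274 without 20E plus cycloheximide replicate 2, 49 without cycloheximide replicate 2 and 3 to 7 without any other. It was 56 with the replicate number as a block and 1104 (362 higher and 742 lower, the 19 included) with arrays of equal number as pairs, 20E with 20E plus cycloheximide and no hormone with cycloheximide, a pairing chosen after the values were seen.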

The addition of cycloheximide thus provides a means of detecting 20E-regulated transcripts that might otherwise be missed. 

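CG6865 had an intensity of 61.2 ± 5.80 with cycloheximide and 214 ± 97.1 with 20E plus cycloheximide (SD, n = 3), a log2 fold change of 1.71 (standard error 0.24, adjusted p = 0.00474) by limma, and of 0.26 (standard error 0.24, adjusted p = 0.652) with 20E alone; the difference between both effects was 1.45 (standard error 0.34, adjusted p = 0.172). Transcripts of CG13868, which stood at 417 ± 93.4 without hormone and 1500.0 ± 146 with cycloheximide, were at 648 ± 122 with 20E plus cycloheximide, a log2 fold change of -1.22 (standard error 0.18, adjusted p = 0.00656) against cycloheximide. brwl, at 112 with cycloheximide and 61.3 with both, had a log2 fold change of -0.87 (standard error 0.09, adjusted p = 5.54e-04). Gclm, which encodes the regulatory subunit of the enzyme that starts glutathione synthesis, had -1.08 (standard error 0.14, adjusted p = 0.00367), and Cys, which encodes a cystatin-like protease inhibitor, -0.86 (standard error 0.15, adjusted p = 0.0208). In all, 33 probe sets rose and 67 fell with 20E in the presence of cycloheximide without being called with 20E alone. Of these 100, 74 had the same sign with 20E alone, and for 6 the effect of 20E differed past the test between both conditions (55 with arrays of equal number as pairs, chosen after the values were seen), while for the others it was not shown to differ. Of the 80 probe sets lower with 20E in the presence of cycloheximide, 48 were higher with cycloheximide alone than without hormone, against 2.84 for independent lists and none in 20 simulations that shared the 3 cycloheximide arrays but left out any effect; neither value is that of lists with real effects and shared arrays, and part of the excess may come from these arrays.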

In this study, 743 20E-regulated genes were identified (Figure 2b), with 555 genes responding to 20E alone, 345 genes responding to 20E in the presence of cycloheximide (Additional data file 2), and 159 genes overlapping between these two datasets.

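GstE3, a glutathione transferase gene, was among the strongest responses to 20E, at 632 ± 45.1 without hormone and 2330.1 ± 282 with 20E (SD, n = 3; log2 fold change 1.88, standard error 0.12, adjusted p = 3.63e-05 by limma), and 2.25 (standard error 0.12, adjusted p = 5.08e-06) in the presence of cycloheximide. Of 20 measured glutathione transferase genes, GstE3, GstE5 and GstE7 rose with 20E alone and GstD1, GstD2 and GstD9 fell (6 and 4 when adjusted over the list alone), and the same 3 of the E class rose with cycloheximide present; the call of GstD1 ended with each of no hormone replicates 1 and 2 and 20E replicates 1, 2 and 3 (adjusted p from 0.153 to 0.313) left out in turn. Punch (Pu), which encodes the first enzyme of pteridine synthesis, rose with 20E alone, from 116 ± 16.8 to 353 ± 110.2 (1.57, standard error 0.25, adjusted p = 0.0111). So did the kinase gene Atg1, which starts autophagy (1.26, standard error 0.17, adjusted p = 0.00420), and Dark, the apoptosome gene (0.86, standard error 0.13, adjusted p = 0.00954). Atg1 and Dark also rose with cycloheximide present. That call of Atg1 ended with any of the 6 arrays left out (adjusted p up to 0.244), and that of Dark with 4 of them (up to 0.166). The phosphoserine phosphatase gene astray (aay) fell with 20E alone, from 573 ± 115 to 254 ± 77.9 (-1.20, standard error 0.20, adjusted p = 0.0142), and with cycloheximide present, from 496 ± 65.7 to 218 ± 13.5 (-1.18, standard error 0.20, adjusted p = 0.0162). With 20E alone, 246 probe sets were higher and 55 lower, 45 and 10 of them at least 2-fold; 20E plus cycloheximide against cycloheximide gave 95 higher and 80 lower, 28 and 5 at least 2-fold. Together these were 401 probe sets, of which 61 were higher and 13 lower in both comparisons, and 1 went opposite ways. Independent lists would share 1.67 and 0.315 (Fisher's exact test, two-sided p = 1.46e-85 and 3.09e-18). That test takes the probe sets as independent and the noise of both comparisons as unrelated. Arrays of both comparisons deviated together, with correlations of 0.55 for replicate 2 of 20E and of 20E plus cycloheximide and 0.41 for replicate 1 of no hormone and of cycloheximide. Part of the overlap may come from this, and the p-values are too small to that extent. Of the 226 called only in the comparison of 20E alone, 166 had the same sign with cycloheximide present and 7 an effect that differed past the test (141 with arrays of equal number as pairs, chosen after the values were seen). The arrays of both groups did not overlap for any of the 301 and 175 called probe sets. These were called on the same arrays, so this adds no evidence. Of all probe sets, 20.6% and 13.9% had arrays that did not overlap, where chance gives 10%. The number of higher probe sets with 20E alone was 88 without no hormone replicate 2, 153 without no hormone replicate 3 and 98 without 20E replicate 2, and of lower ones 17, 33 and 33 without no hormone replicate 2 and 20E replicates 2 and 3. With cycloheximide present, 56 and 63 were higher without cycloheximide replicates 3 and 1, and 26, 38, 39 and 142 were lower without cycloheximide replicate 1 and 20E plus cycloheximide replicates 1, 3 and 2; the 401 became 222 without no hormone replicate 2, and the 75 in both comparisons 49 without cycloheximide replicate 3. From these 2 comparisons, the paper states that one set of genes responds to 20E alone and another to 20E in the presence of cycloheximide, which it refers to as primary-response genes.

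**Figure D2:**
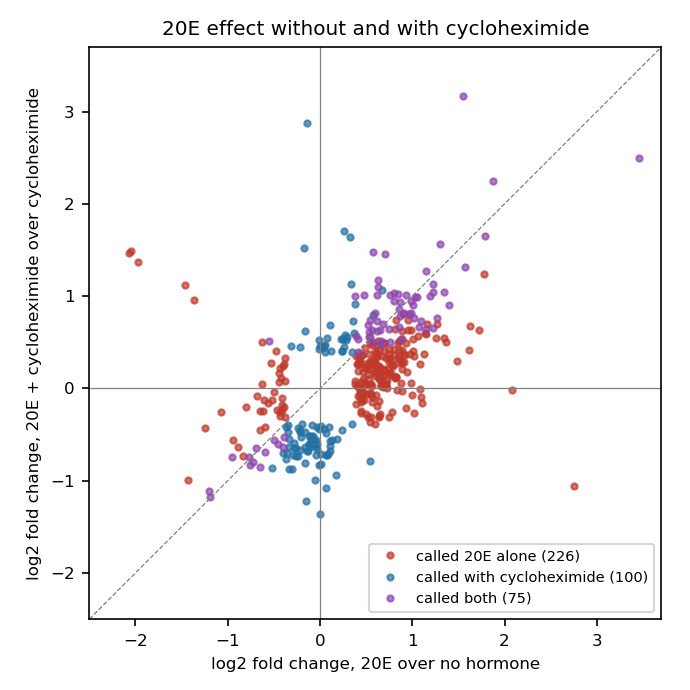
Log2 fold change with 20E alone (x axis) and with 20E plus cycloheximide over cycloheximide (y axis) for the 401 called probe sets, 1 point each. Of these, 226 were called only in the comparison of 20E alone, 100 only with cycloheximide present and 75 in both comparisons, of which 1 lies on opposite sides of 0.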

Comparison of the 20E-regulated genes to those genes that require *EcR *for their proper regulation at the onset of metamorphosis led to a final list of 20E-regulated, *EcR*-dependent genes. Only those genes that are upregulated by 20E in culture and downregulated in at least one of the *EcRi *time points, or downregulated by 20E in culture and upregulated in at least one of the *EcRi *time points, were considered for further analysis, leading to the identification of 479 genes (20E-final; Figure 2c). As depicted in Figure 2d, the majority of 20E-final genes that are upregulated by 20E are induced in -4 hour late larvae and/or early prepupae, in apparent response to the late larval 20E pulse, while many genes downregulated by 20E are repressed at these times. The downregulated 20E-final genes that peak in 4 to 6 hour prepupae could be repressed by 20E and thus expressed during this interval of low 20E titer.

We compared our *EcR*-dependent genes and the 20E-final gene set to data from two microarray studies that examined 20E-regulated biological responses - either *EcR*-dependent genes expressed in the larval midgut at pupariation [20] (Table 1, rows A and B), or changes in gene expression that occur during 20E-induced larval salivary gland cell death [37] (Table 1, rows C and D). As expected, many genes that are normally downregulated in the midgut at pupariation are upregulated in our *EcRi *gene set (113 genes; Table 1, row B), and genes that are normally upregulated in the midgut at pupariation are downregulated in our *EcRi *gene set (120 genes; Table 1, row A). Similarly, we see significant overlaps between our 20E-final set and midgut genes that change their expression at pupariation (65 genes upregulated and 10 genes downregulated; Table 1, rows A and B). Statistically significant overlaps were also observed with genes that change their expression during salivary gland cell death, consistent with a critical role for 20E in directing this response [37] (Table 1, rows C and D). These correlations validate our datasets and support the conclusion that our results represent 20E responses in multiple tissues at the onset of metamorphosis.

Those genes that are upregulated by 20E twofold or higher and dependent on *EcR *are listed in Table 2. 

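sox14, lamina ancestor (lama) and CG3348 of Table 2 rose with 20E alone: lama stood at 89.0 ± 10.2 without hormone and 189.5 ± 39.4 with 20E (SD, n = 3; log2 fold change 1.08, standard error 0.14, adjusted p = 0.00399 by limma), and CG3348 at 517 ± 80.7 and 1039 ± 78.7 (1.02, standard error 0.14, adjusted p = 0.00507). Drosomycin-2, a member of a family of antifungal peptide genes, had 2.75 (standard error 0.50, adjusted p = 0.0218) with 20E alone and -1.06 (standard error 0.50, adjusted p = 0.512) with cycloheximide present (difference between both effects -3.80, standard error 0.71, adjusted p = 0.110); its call ended without no hormone replicate 2 (adjusted p = 0.115) and with a floor of 50 (0.338, in a range of 0.00854 to 0.338 over the alternatives). Of 49 genes of Table 2 with a fold in the 20E column, 46 rose with 20E alone. All 49 were higher on each 20E array than on each no hormone array (no overlap in either direction: 10% by chance and 20.6% of all probe sets). Of 39 with a fold in the primary-response column, whose folds in Additional data file 2 lay within 1% of 20E plus cycloheximide over no hormone for 345 of 345 genes, 28 rose with 20E plus cycloheximide against cycloheximide, 37 against no hormone (a comparison chosen after the values were seen), all 39 had a log2 fold change above 0 against cycloheximide, and the arrays of 38 did not overlap. At an unadjusted p under 0.05 these counts were 49 and 37. In all, 24 genes rose in both comparisons, and rhea, CG9801, CG9192, black and CG2016 passed the test in neither; 11 of the 39 were also higher with cycloheximide alone than without hormone. The paper chose these genes on the same arrays, so the counts are not independent evidence of the direction. Of the 49, 25 were called without no hormone replicate 2, 30 without 20E replicate 2 and up to 45 without another array, and of the 39, 21 to 28 with 1 array left out.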

An examination of this list reveals several known key mediators of 20E signaling during development. These include three classic ecdysone-inducible puff genes, *E74A*, *E75*, and *E78 *[7], as well as *Kr-h1*, which encodes a family of zinc finger proteins required for metamorphosis [38], the *DHR3 *nuclear receptor gene [39], and *Cyp18a1 *[17]. 

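E74A (Eip74EF), which encodes an ETS transcription factor, had an intensity of 36.2 ± 10.1 without hormone, 399 ± 125 with 20E, 78.6 ± 3.10 with cycloheximide and 455 ± 123 with both (SD, n = 3). Its log2 fold change was 3.45 (standard error 0.24, adjusted p = 3.63e-05) with 20E alone and 2.50 (standard error 0.24, adjusted p = 4.06e-04) with cycloheximide present, by limma, on a probe set shared by several transcripts. E75 (Eip75B), a nuclear receptor gene, stood at 483 ± 56.2, 719 ± 33.9, 484 ± 48.3 and 1353 ± 161 in the same groups, with log2 fold changes of 0.58 (standard error 0.11, adjusted p = 0.0272) and 1.48 (standard error 0.11, adjusted p = 4.76e-05); the effect of 20E was larger with cycloheximide by 0.90 (standard error 0.16, adjusted p = 0.0942), a call that ended with each of no hormone replicates 1, 2 and 3 and 20E replicates 1, 2 and 3 and 20E plus cycloheximide replicate 3 and cycloheximide replicates 1 and 3 (adjusted p from 0.119 to 0.254) left out in turn. E78 (Eip78C), another nuclear receptor gene, rose from 45.3 ± 4.36 to 161 ± 54.5 with 20E alone (1.78, standard error 0.20, adjusted p = 0.00169) and by 1.65 (standard error 0.20, adjusted p = 0.00164) with cycloheximide present. Cyp18a1 rose from 38.3 ± 1.03 to 113 ± 17.2 with 20E (1.54, standard error 0.19, adjusted p = 0.00238) and from 35.6 ± 9.31 to 317 ± 62.0 with cycloheximide present (3.17, standard error 0.19, adjusted p = 1.32e-05). Kr-h1 had log2 fold changes of 0.90 (standard error 0.18, adjusted p = 0.0302) with 20E alone, 0.81 (standard error 0.18, adjusted p = 0.0625) with cycloheximide present and 1.00 (standard error 0.18, adjusted p = 0.0107) with cycloheximide alone. DHR3 (Hr3), a nuclear receptor gene, was at 32.8 ± 0.301 without hormone and 51.6 ± 12.4 with 20E (0.63, standard error 0.16, adjusted p = 0.0935), and had 1.10 (standard error 0.16, adjusted p = 0.00641) with cycloheximide present. These values of DHR3 are from the dimmer of its 2 probe sets, and the brighter was called in neither comparison. Without hormone E74A, E78, Cyp18a1, Kr-h1 and DHR3 lay under 50, near the background, where the size of a fold is uncertain: with a floor of 50 E74A, E78 and Cyp18a1 stayed called in both comparisons and DHR3 and Kr-h1 were called in neither (adjusted p = 0.788 and 0.199 for DHR3 and 0.390 and 0.112 for Kr-h1, whose call with cycloheximide alone ended as well, at 0.190). The calls with 20E alone of E75, Kr-h1 and DHR3 ended without no hormone replicate 2 (adjusted p = 0.147, 0.151 and 0.276) or 20E replicate 2 (0.122, 0.134 and 0.290), those of Kr-h1 and DHR3 also without no hormone replicate 3 (0.111 and 0.187) and that of DHR3 without no hormone replicate 1 (0.145) or 20E replicate 3 (0.116) and with a fit of only the 6 arrays (0.131), in ranges of 0.0152 to 0.147, 0.00421 to 0.390 and 0.0642 to 0.788 over the alternatives. With cycloheximide present the call of Kr-h1 ended without 20E plus cycloheximide replicate 1 or 2 (adjusted p = 0.210 and 0.151) and without cycloheximide replicate 1, 2 or 3 (0.137, 0.164 and 0.220) and with a fit of only the 6 arrays (0.159), in a range of 0.00740 to 0.220 over the alternatives.

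**Figure D3:**
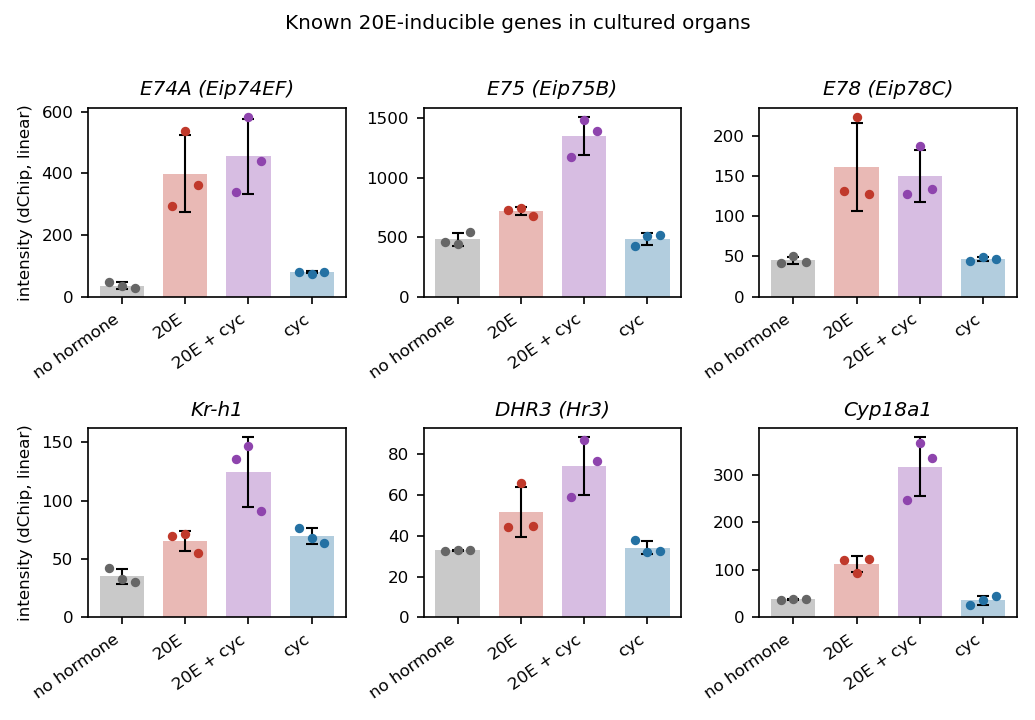
Intensity (y axis, linear dChip values) of 6 genes in the 4 groups (x axis; cyc, cycloheximide). Bars are means, error bars SD and points the 3 arrays of a group; E74A lies at 36.2 without hormone and 399 with 20E.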

Expanding our list by including all 20E-regulated genes (Additional data file 2), results in the identification of the *DHR39*, *DHR78*, and *FTZ-F1 *nuclear receptor genes, as well as the *L71 *(*Eip71E*) late genes, *IMP-E2*, *IMP-L3*, *Fbp-2*, *Sgs-1*, *urate oxidase*, and numerous genes identified in other studies as changing their expression at the onset of metamorphosis [20,21,40]. 

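The nuclear receptor gene DHR39 (Hr39) rose from 51.5 ± 1.08 without hormone to 87.4 ± 13.1 with 20E (SD, n = 3; log2 fold change 0.75, standard error 0.12, adjusted p = 0.0111 by limma) and by 0.65 (standard error 0.12, adjusted p = 0.0273) with cycloheximide present. DHR78 (Hr78) rose with 20E alone (0.56, standard error 0.12, adjusted p = 0.0522) and had 0.05 (standard error 0.12, adjusted p = 0.944) for 20E plus cycloheximide against cycloheximide, with a difference between both 20E effects of -0.51 (standard error 0.18, adjusted p = 0.249). FTZ-F1 (ftz-f1), a nuclear receptor gene of the prepupal period, fell in both comparisons, from 34.3 ± 4.67 to 21.1 ± 2.22 (-0.70, standard error 0.11, adjusted p = 0.0111) and by a log2 fold change of -0.65 (standard error 0.11, adjusted p = 0.0162), at intensities near the background: with a floor of 50 it was not called. IMP-L3 (Ldh), the lactate dehydrogenase gene, rose from 255 ± 22.9 to 668 ± 46.4 with 20E (1.39, standard error 0.10, adjusted p = 3.63e-05) and from 154 ± 12.6 to 289 ± 29.3 with cycloheximide present (0.90, standard error 0.10, adjusted p = 7.23e-04). IMP-E2 (ImpE2), a gene of imaginal disc cells, was at 536 ± 4.38 and 786 ± 163 (0.53, standard error 0.13, adjusted p = 0.0726), and had 0.38 (standard error 0.13, adjusted p = 0.288) with cycloheximide present (difference -0.15, standard error 0.18, adjusted p = 0.711). None of the 11 L71 late genes passed the test with 20E alone by limma (1 when adjusted over the list alone); 1 was higher and 1 lower at an unadjusted p under 0.05 and none by SAM, and Eig71Ee had the smallest adjusted p, at 3178 ± 369 and 4354 ± 525 (0.45, standard error 0.13, adjusted p = 0.134). With cycloheximide present none passed either, by limma or by SAM, and 1 was higher at an unadjusted p under 0.05. Fbp-2, a fat body gene, Sgs-1, a salivary glue gene, and urate oxidase (Uro), a gene of purine breakdown, had log2 fold changes of -0.01, 0.14 and -0.31 with 20E alone (standard errors 0.21, 0.21 and 0.11; adjusted p = 0.995, 0.795 and 0.230). With cycloheximide present they had -0.36, 0.22 and -0.45 (adjusted p = 0.625, 0.806 and 0.121). The paper's set holds these genes with cycloheximide present and not with 20E alone, with folds that match 20E plus cycloheximide over no hormone. Over no hormone, a comparison chosen after the values were seen, urate oxidase was called and Fbp-2 and Sgs-1 were not. The calls of DHR78 and IMP-E2 with 20E alone ended without no hormone replicate 2 (adjusted p = 0.214 and 0.234) or 3 (0.145 and 0.155) or 20E replicate 2 (0.204 and 0.184), that of DHR78 also without 20E replicate 1 (0.102) and that of IMP-E2 without no hormone replicate 1 (0.126) and with a fit of only the 6 arrays (0.151), both with a floor of 50 (0.125 and 0.148) and that of IMP-E2 by SAM on log2 values, in ranges of 0.0234 to 0.214 and 0.0381 to 0.234 over the alternatives. The call of DHR39 with cycloheximide present ended without 20E plus cycloheximide replicate 3 (0.106) or cycloheximide replicate 1 (0.117), in a range of 0.0117 to 0.117.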

The identification of well-characterized 20E-regulated genes within our datasets suggests that the other genes in these lists are also likely to function in 20E signaling pathways, and thus provide a foundation to extend our understanding of 20E action in new directions.

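Of 17 measured early ecdysone regulators, genes of transcription factors that act at the start of metamorphosis, 8 rose with 20E alone (broad, E74, E75, E78, DHR39, DHR4, DHR78 and Kr-h1) and 1, ftz-f1, fell, by limma (8 and 1 when adjusted over the list alone). With cycloheximide present 7 rose (Blimp-1, E74, E75, E78, DHR39, DHR4 and Kr-h1) and ftz-f1 fell (8 and 1 when adjusted over the list alone). DHR4 (Hr4), a nuclear receptor gene, was at 123 ± 11.5 without hormone and 189.6 ± 10.9 with 20E (SD, n = 3; log2 fold change 0.62, standard error 0.08, adjusted p = 0.00358), and had 1.18 (standard error 0.08, adjusted p = 3.41e-05) with cycloheximide present. broad (br), which encodes zinc finger factors, had 1.34 (standard error 0.20, adjusted p = 0.00793) with 20E alone and 0.55 (standard error 0.20, adjusted p = 0.344) with cycloheximide present (difference -0.80, standard error 0.28, adjusted p = 0.263). Of 12 other early ecdysone-inducible genes, Cyp18a1, ImpE2, ImpE3 and Ldh rose with 20E alone and Cyp18a1, ImpE3 and Ldh with cycloheximide present (4 and 3 when adjusted over the list alone). ImpE3, another gene of imaginal discs, had 0.69 (standard error 0.11, adjusted p = 0.0128) with cycloheximide present, and its call with 20E alone ended with each of no hormone replicates 2 and 3 and 20E replicate 2 (adjusted p from 0.140 to 0.197) left out in turn. DHR3 (Hr3) was represented in the list by the brighter of its 2 probe sets, which was not called (-0.04, adjusted p = 0.864, with 20E alone and 0.12, adjusted p = 0.678, with cycloheximide present), while the dimmer one was called in both comparisons. With camera the early regulators had an adjusted p of 4.33e-06 with 20E alone and 1.12e-10 with cycloheximide present (adjusted p = 0.0242 and 0.00372 with an estimated correlation). The other early inducible genes had 5.04e-04 and 5.97e-05 (adjusted p = 0.336 and 0.151 with an estimated correlation). Members that the paper had named from these arrays are part of both lists, so their counts are not wholly independent evidence of the direction. From the presence of well-characterized 20E-regulated genes in its datasets, the paper proposes that the other listed genes are likely to act in 20E signaling as well.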

### Immunity, stress-response, and starvation genes are regulated by 20E at pupariation

In an effort to identify biological pathways that might respond to 20E at the onset of metamorphosis, we compared our *EcRi *and 20E-final datasets with published microarray studies of circadian rhythm, starvation, stress, and immunity [41-45]. No statistically significant overlaps were seen with the circadian rhythm gene sets examined; however, we did observe significant overlaps with genes that are expressed during starvation, stress, or an innate immune response. For the starvation response, we examined genes that change their expression upon starvation for 4 hours or starvation in the presence of sugar for 4 hours [45]. We observed 120 genes induced under these conditions that are upregulated in *EcRi *animals, and 90 genes that are repressed upon starvation and downregulated in *EcRi *animals (Table 1, rows E and F). As shown in Figure 3a, the starvation-regulated genes are part of an *EcR*-dependent switch that occurs at puparium formation, where many of the induced genes are normally downregulated at puparium formation, and many starvation-repressed genes are upregulated at puparium formation. These genes include eight members of the cytochrome P450 family, three triacylglycerol lipase genes, α-trehalose-phosphate synthase, and a fatty-acid synthase gene that are downregulated at the onset of metamorphosis, while *lipid storage droplet-1*, *pumpless*, a UDP-galactose transporter, a lipid transporter, and phosphofructokinase are upregulated at this stage. Similarly, genes that change their expression in response to oxidative or endoplasmic reticulum stress [43] are significantly upregulated in *EcRi *animals at puparium formation (Table 1, rows G and H), reflecting their normal coordinate downregulation at puparium formation (Figure 3b), and demonstrating that this response is mediated by EcR. Within the 87 genes that overlap between the downregulated stress response genes and the upregulated *EcR*-dependent genes, we identified 14 of the 17 *Jonah *genes that encode a family of coordinately regulated midgut-specific putative proteases [46]. Six genes that encode trypsin family members are also within this gene set, indicating that many peptidase family members are regulated by EcR. Taken together with the data on *EcR*-regulated starvation genes, these results indicate that EcR plays a central role in controlling metabolic responses at pupariation, directing the change from a feeding growing larva to an immobile non-feeding pupa.

Genes that change their expression upon microbial infection [44,47] are also significantly upregulated in *EcRi *animals at puparium formation (Table 1, rows I and J), and coordinately downregulated at pupariation (Figure 3c). Interestingly, we identified both the Toll ligand-encoding gene *dorsal *and the key Toll effector gene *spätzle *as downregulated at the onset of metamorphosis in a *EcR*-dependent manner, suggesting that central regulators of the Toll-mediated immune response pathway are under EcR control [48]. In addition, well studied immune response genes are downregulated by 20E, including *Cecropin C*, *Attacin A*, *Drosocin*, *Drosomycin*, and *Defensin *(Additional data file 2). These observations indicate that many metabolic and immunity-regulated genes are part of the genetic program directed by 20E at the onset of metamorphosis, and that these genes are normally coordinately downregulated at puparium formation in an *EcR*-dependent manner.

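Cecropin C, an antibacterial peptide gene, had an intensity of 892 ± 106 without hormone and 639.6 ± 105 with 20E (SD, n = 3; log2 fold change -0.49, standard error 0.16, adjusted p = 0.201 by limma). Attacin A (AttA) had 4494 ± 731 and 2726 ± 954 (-0.77, standard error 0.26, adjusted p = 0.203), and Drosocin (Dro) 2598 ± 647 and 1171 ± 664 (-1.26, standard error 0.41, adjusted p = 0.186). Drosomycin (Drs), an antifungal peptide gene, had 2953 ± 733 and 1998 ± 829 (-0.62, standard error 0.29, adjusted p = 0.358), and Defensin (Def) 3177 ± 535 and 1840.1 ± 863 (-0.88, standard error 0.37, adjusted p = 0.295). For 20E plus cycloheximide against cycloheximide, the log2 fold changes were -0.06, -0.49, -1.44, -0.93 and -1.08 in the same order (adjusted p = 0.952, 0.584, 0.184, 0.237 and 0.299). Against no hormone, cycloheximide alone gave -1.18, -0.30, -0.76, -0.06 and -1.10 (adjusted p = 0.00229, 0.532, 0.312, 0.928 and 0.125), of which only Cecropin C passed the test. None of the 14 measured antimicrobial peptide genes passed the test with 20E alone or with cycloheximide present by limma. When adjusted over the list alone, 1 was higher and 10 were lower with 20E alone, and 3 were lower with cycloheximide present. At an unadjusted p under 0.05, 1 was higher and 9 were lower with 20E alone and 4 lower with cycloheximide present, and by SAM none and 1 were lower. The list's median log2 fold change was -0.63 with 20E alone and -0.33 with cycloheximide present, with a camera adjusted p of 1.61e-04 and 1.52e-04 (adjusted p = 0.631 and 0.745 with an estimated correlation). The paper named 5 of these genes from the same arrays, so the list is not wholly independent evidence of the direction. The paper's set holds Drosomycin and Defensin only with cycloheximide present, with folds that match 20E plus cycloheximide over no hormone. Over no hormone, a comparison chosen after the values were seen, Drosocin, Drosomycin and Defensin were called and Attacin A was not. The paper's conclusion on immunity also rests on staged and EcRi animals, which are not among these data. The genes of the list moved together between arrays of 1 group, and replicate 2 was the highest in all 4 groups: the median deviation from the group mean was 0.22, 0.54, 0.43 and 0.23 on replicate 2 of no hormone, 20E, 20E plus cycloheximide and cycloheximide, and 0.02, -0.38, -0.41 and -0.07 on replicate 1. With the replicate number as a block, Cecropin C, Attacin A and Drosocin were called lower and Drsl5 higher with 20E alone (adjusted p = 0.0125, 0.0264, 0.0175 and 0.0992) and Drosomycin and Drosocin lower with cycloheximide present (0.0522 and 0.0108); whether equal numbers mark cultures made together is not recorded. Without 20E replicate 2 Drosocin, AttB and AttD were called lower with 20E alone (adjusted p = 0.0962, 0.0872 and 0.00792), without 20E replicate 1 the drosomycin-like gene Drsl5 was called higher (0.0209), and without 20E plus cycloheximide replicate 2 Drosocin was called lower with cycloheximide present (0.0586); over the alternatives Drosocin had ranges of 0.0175 to 0.513 and 0.0108 to 0.469. Drosomycin-2, whose probe set detects several genes and is not in the list, rose with 20E alone (2.75, standard error 0.50, adjusted p = 0.0218).

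**Figure D4:**
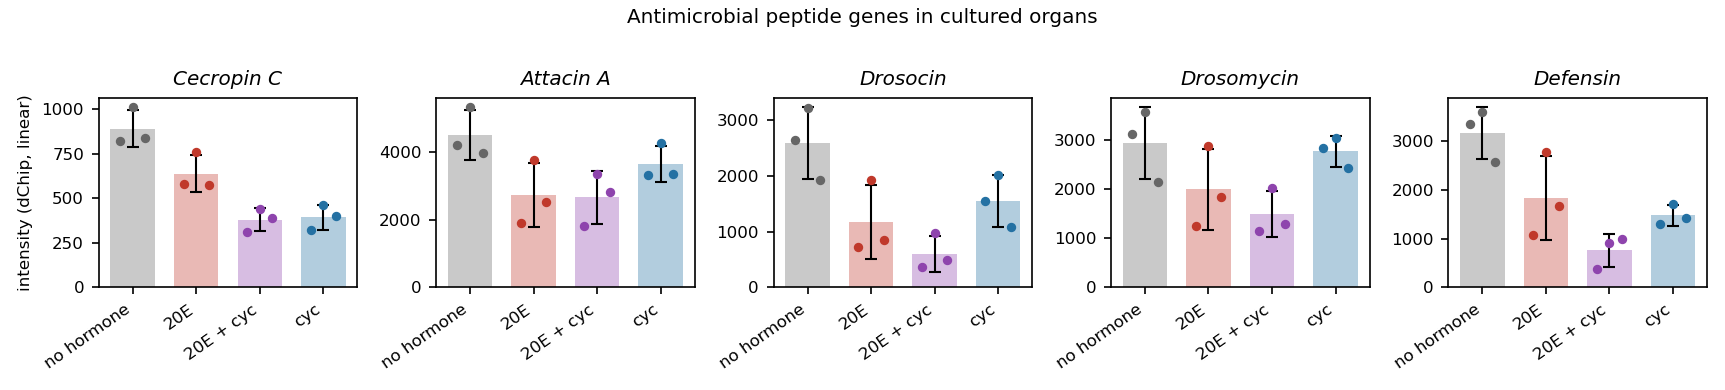
Intensity (y axis, linear dChip values) of 5 antimicrobial peptide genes in the 4 groups (x axis; cyc, cycloheximide). Bars are means, error bars SD and points the 3 arrays of a group; Drosocin lies at 2598 without hormone and 1171 with 20E, neither comparison of the 5 genes with 20E passing the test.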

### Identification of novel 20E primary-response regulatory genes

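sox14 and cabut (cbt), genes of transcription factors, rose with 20E alone and with 20E plus cycloheximide against cycloheximide: sox14 stood at 243 ± 19.6 without hormone, 557 ± 46.9 with 20E, 354 ± 22.5 with cycloheximide and 708 ± 40.0 with both (SD, n = 3), 2.29-fold with 20E alone (limma adjusted p = 3.85e-05) and 2.00-fold with cycloheximide present (1.35e-04). For cabut the log2 fold changes were 1.23 (standard error 0.10, adjusted p = 1.10e-04) and 1.04 (standard error 0.10, adjusted p = 3.54e-04), and for brain tumor (brat), a translational repressor gene, 1.01 (standard error 0.14, adjusted p = 0.00449) and 0.91 (standard error 0.14, adjusted p = 0.00731). vrille (vri), a transcription factor gene of the circadian clock, was at 208 ± 12.5 and 340.4 ± 34.7 (0.71, standard error 0.15, adjusted p = 0.0420) and, with cycloheximide, at 262 ± 16.3 and 736 ± 200.4 (1.46, standard error 0.15, adjusted p = 5.54e-04; difference between both effects 0.75, standard error 0.21, adjusted p = 0.209). CG11275 had 0.62 (standard error 0.12, adjusted p = 0.0272) with 20E alone and 0.46 (standard error 0.12, adjusted p = 0.140) with cycloheximide present (difference -0.16, standard error 0.17, adjusted p = 0.667). hairy (hry), a repressor gene, was at 577 ± 54.2 and 746 ± 24.5 without cycloheximide (0.37, standard error 0.12, adjusted p = 0.172) and at 1334 ± 154 and 2521 ± 352 with it (0.91, standard error 0.12, adjusted p = 0.00295; difference 0.54, standard error 0.17, adjusted p = 0.226). CG5249 (Blimp-1) had 0.33 (standard error 0.12, adjusted p = 0.229) with 20E alone and rose by 1.64 (standard error 0.12, adjusted p = 3.52e-05) with cycloheximide present. Cycloheximide alone raised sox14, cabut, hairy and brat, by log2 fold changes of 0.54, 1.52, 1.21 and 0.65 (adjusted p = 0.00540, 2.27e-05, 3.44e-04 and 0.0230). Of the 7 genes, 5 rose with 20E alone and 6 with cycloheximide present (5 and 7 when adjusted over the list alone), with a camera adjusted p of 4.36e-12 and 1.44e-20 (adjusted p = 0.0242 and 0.00440 with an estimated correlation). The paper chose this list on the same arrays, and by dependence on EcR on others, so its counts here are not independent evidence of its direction. On Northern blots of organ cultures the paper reports induction by 20E for all 7, modest for hairy and at very low expression for CG5249. From these blots it also reports several transcripts raised by cycloheximide alone, and higher levels with 20E plus cycloheximide. The calls of vrille and CG11275 with 20E alone ended without no hormone replicate 2 (adjusted p = 0.185 and 0.120) or 20E replicate 2 (0.173 and 0.125), that of vrille also with a floor of 50 (0.119), in ranges of 0.0237 to 0.185 and 0.00104 to 0.125 over the alternatives, and CG11275 was called with cycloheximide present without 20E plus cycloheximide replicate 3 (0.0881, in a range of 0.00448 to 0.409). The call of brat with cycloheximide alone ended without cycloheximide replicate 1 (0.107, in a range of 0.00598 to 0.107).

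**Figure D5:**
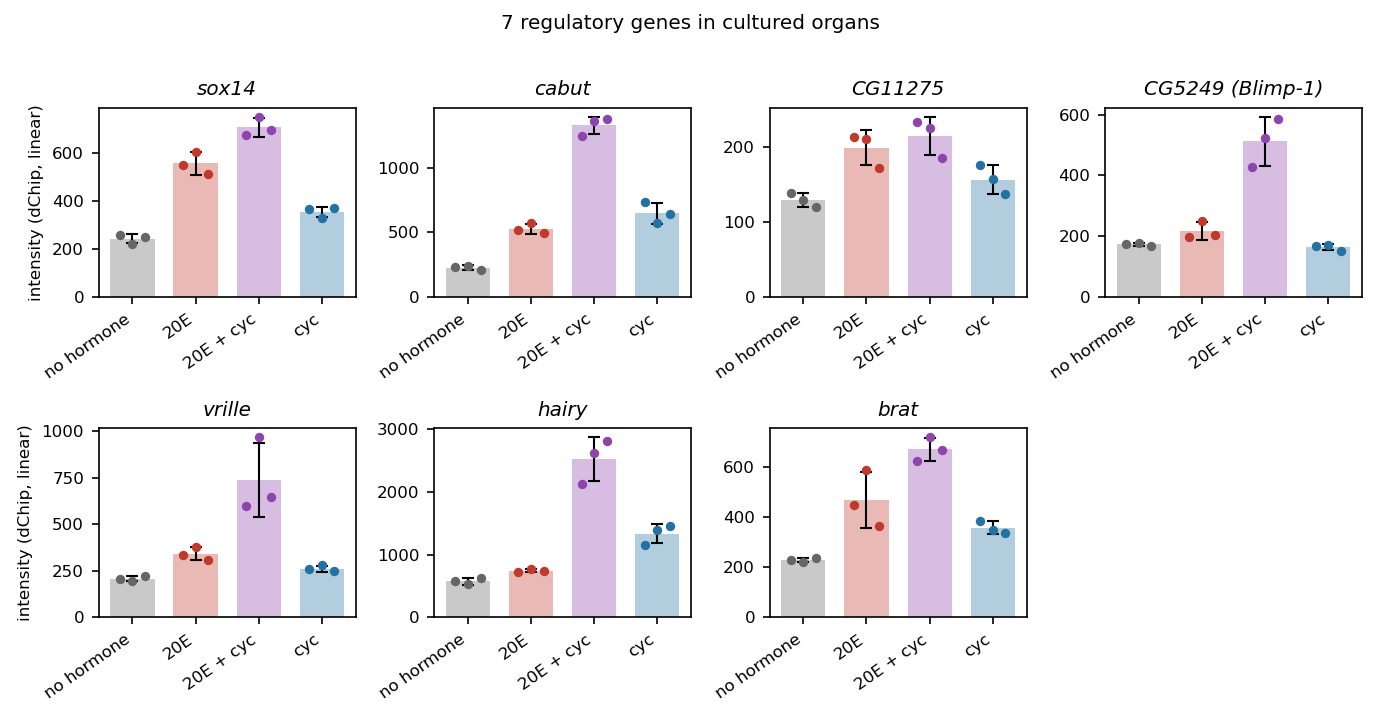
Intensity (y axis, linear dChip values) of 7 regulatory genes in the 4 groups (x axis; cyc, cycloheximide). Bars are means, error bars SD and points the 3 arrays of a group; with 20E plus cycloheximide hairy lies at 2521 and CG5249 at 513.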

We selected all potential transcriptional and translational regulators from the list of most highly induced 20E primary-response genes that are *EcR*-dependent (Table 2) and not yet implicated in 20E signaling pathways, identifying seven genes: *sox box protein 14 *(*sox14*), *cabut*, *CG11275*, *CG5249*, *vrille*, *hairy*, and *brain tumor *(*brat*). Northern blot hybridization was used to validate the transcriptional responses of these genes to 20E (Figure 4a). All seven genes are induced by 20E in larval organ culture, with *CG5249 *displaying a very low level of expression and *hairy *showing only a modest approximately twofold induction. Several transcripts are increased upon treatment with cycloheximide alone, consistent with its known role in stabilizing some mRNAs [6,17,36]. Addition of 20E and cycloheximide, however, resulted in higher levels of transcript accumulation, similar to the response seen when *E74A *is used as a control [6,49]. Their temporal patterns of expression at the onset of metamorphosis also reveal brief bursts of transcription that correlate with the 20E pulses that trigger puparium formation and adult head eversion (Figure 4b). These seven genes thus appear to represent a new set of 20E primary-response regulatory genes that could act to transduce the hormonal signal during metamorphosis.

### *brat *is required for genetic and biological responses to 20E during metamorphosis

We examined roles for *brat *during metamorphosis because, unlike the other six 20E primary-response genes described above, a *brat *mutant allele is available (*brat*^*k06028*^) that allows an assessment of its functions during later stages of development [25,50]. The *brat*^*k06028 *^*P*-element maps to the fourth exon of the *brat *gene. Precise excisions of this transposon result in viable, fertile animals, demonstrating that the transposon is responsible for the mutant phenotype [25]. Lethal phase analysis of *brat*^*k06028 *^mutants revealed that 61% of the animals survive to pupariation, with the majority of these animals pupariating 1 to 2 days later than their heterozygous siblings (n = 400). Of those mutants that pupariated, 11% died as prepupae, 8% died as early pupae, 46% died as pharate adults, and the remainder died within a week of adult eclosion. Phenotypic characterization of *brat*^*k06028 *^mutant prepupae and pupae revealed defects in several ecdysone regulated developmental processes, including defects in anterior spiracle eversion (29%; Figure 5b–d), malformed pupal cases (15%, Figure 5b–d), and incomplete leg and wing elongation (12%). Northern blot hybridization of RNA isolated from staged *brat*^*k06028 *^mutant third instar larvae (Figure 5e, -18 and -4 hour time points) or prepupae (Figure 5e, 0 to 12 hours) revealed a disruption in the 20E-regulated transcriptional hierarchy. In wild type animals, *brat *mRNA is induced in late third instar larvae and 10 hour prepupae, similar to the temporal profile determined by microarray analysis (Figures 4b and 5e), with reduced levels of *brat *mRNA in *brat*^*k06028 *^mutants, consistent with it being a hypomorphic allele [25]. *βFTZ-F1 *is unaffected by the *brat *mutation in mid-prepupae, while *E74 *mRNA is reduced at 10 hours after pupariation (Figure 5e). *BR-C*, *E93*, *EcR*, *DHR3*, and *L71-1 *are expressed at higher levels in late third instar larvae and early prepupae (Figure 5e), with significant upregulation of *BR-C*. In addition, the smallest *BR-C *mRNA, encoding the Z1 isoform, is under-expressed in *brat *mutant prepupae (Figure 5e). It is unlikely that *brat *exerts direct effects on transcription since it encodes a translational regulator [26]. Nonetheless, these effects on 20E-regulated gene expression are consistent with the late lethality of *brat*^*k06028 *^mutants. In particular, the *rbp *function provided by the BR-C Z1 isoform is critical for developmental responses to 20E, and overexpression of BR-C isoforms can lead to lethality during metamorphosis [13,51]. Thus, not only are the *brat *mutant phenotypes consistent with it playing an essential role during metamorphosis, but it may exert this function through the regulation of key 20E-inducible genes. Efforts are currently underway to address the roles of the remaining six new 20E primary-response regulatory genes in transducing the hormonal signal at the onset of metamorphosis.

## Conclusions

The classic studies of the giant larval salivary gland polytene chromosomes established a new paradigm for the mechanisms of steroid hormone action, raising the exciting possibility that these hormones could act directly on the nucleus, triggering a complex regulatory cascade of gene expression [7,52]. Although subsequent molecular experiments confirmed and significantly expanded this hierarchical model of 20E action, no studies to date have addressed the genomic effects of 20E on gene regulation or the global effects of EcR on gene expression at the onset of metamorphosis. The work described here provides a new basis for our understanding of 20E signaling, returning to the genome-wide level of the original puffing studies, but identifying individual genes that act in this pathway. Much as earlier studies of puff genes provided a foundation for our understanding of steroid hormone action, we envision that future molecular and genetic characterization of 20E-regulated, *EcR*-dependent genes will expand our understanding of 20E action and insect maturation in new directions.

## Materials and methods

### Animals, staging, and phenotypic analysis

*w*^*1118 *^animals were used for phenotypic, array, and Northern blot studies. *brat*^*k06028*^/*CyO*, *kr-GFP *was used to analyze *brat *function. Third instar larvae were staged by the addition of 0.05% bromophenol blue to the food as previously described [53], or synchronizing animals at pupariation. *brat*^*k06028 *^animals were identified by the loss of the *kr-GFP *marker associated with the *CyO *balancer chromosome. For *EcR *RNAi, *hs-EcRi-11 *third instar larvae were heat-treated twice at 37°C, each time for 1 hour, at 24 hours and 18 hours prior to pupariation, as described [29]. RNA was harvested for microarray analysis at -4, 0, and 4 hours relative to pupariation from three independent collections of animals for each time point.

### Organ culture

Partial blue gut third instar larvae were staged by the addition of 0.05% bromophenol blue to the food, as previously described [53]. Eight animals were dissected in each well of a nine-well glass dish (Corning, Corning, NY, USA) and cultured in approximately 100 μl oxygenated Schneiders *Drosophila *Medium (Invitrogen, Carlsbad, CA, USA) at 25°C. Cultures were incubated in a styrofoam box under a constant flow of oxygen. Following an initial incubation of 1 hour, the medium was removed and replaced with either fresh Schneiders *Drosophila *Medium (no hormone), medium plus 8.5 × 10^-5 ^M cycloheximide (Sigma-Aldrich, St. Louis, MO, USA), medium plus 5 × 10^-6 ^M 20-hydroxyecdysone (Sigma), or medium plus cycloheximide and 20E, each for 6 hours at 25°C. Organs were collected and RNA was extracted as described below. All experiments were done in triplicate and harvested separately for microarray analysis.

### Microarray and cluster analysis

All experiments for microarray analysis were performed independently, in triplicate, to facilitate statistical analysis. Total RNA was isolated using TriPure (Roche, Indianapolis, IN, USA) followed by further purification with RNAeasy columns (Qiagen, Valencia, CA, USA). Probe labeling, hybridization to Affymetrix GeneChip^® ^*Drosophila *Genome Arrays (Affymetrix, Santa Clara, CA, USA), and scanning, were performed by the University of Maryland Biotechnology Institute Microarray Core Facility. dChip1.2 was used to normalize the raw data and determine gene expression values [54]. Statistically significant changes between sample sets were identified using significance analysis of microarray (SAM) with a delta value to give a <10% false discovery rate [55]. Further analysis and comparisons between datasets were performed using Access (Microsoft Corporation, Redmond, WA, USA). Cluster analysis was performed using dChip1.2. A cutoff of 1.3-fold change in expression level was used to restrict the 20E-regulated gene set (organ culture data), with a 1.5-fold cutoff for the *EcRi *gene sets. These fold cutoffs were chosen in order to restrict the datasets to those genes that are most significantly affected by 20E and *EcRi*. The lower fold cutoff for the organ culture data reflects the observation that 20E responses tend to be reduced in organ culture when compared to the intact animal [17] (unpublished results). This is, most likely, due to the stress of dissection and *in vitro *culture. Microarray data from this study can be accessed at the National Center for Biotechnology Information Gene Expression Omnibus website [56], with accession numbers as follows: GSE3057 for the temporal array series; GSE3060 for the organ culture array series; and GSE3069 for the *EcRi *array series.

Comparisons were made between our microarray datasets and previously published microarray datasets using Microsoft Access. Each dataset was split into genes that are either upregulated or downregulated, represented by up or down arrows in Table 1. The *EcRi *datasets were constrained to at least a twofold change in expression level in order to reduce the 4,188 genes to more manageable numbers, resulting in 634 upregulated genes and 924 downregulated genes (Table 1). For the stress-regulated genes, only those genes that show at least a twofold change in expression with either paraquot, tunicamycin, or H_2_O_2 _treatment were used for comparison [43]. The 400 immune genes were split into 221 genes that showed consistent upregulation and 148 genes that showed consistent downregulation, eliminating 31 genes that showed an inconsistent profile under the conditions tested [44,47]. All other microarray datasets used for our comparison studies were as published (see Table 1 legend).

### Northern blot hybridizations

Total RNA was isolated using Trizol (Gibco) from staged animals or organ cultures, fractionated by formaldehyde gel electrophoresis, transferred to nylon membranes, and probed with radioactively labeled probes [27]. To facilitate comparisons, *w*^*1118 *^blots and *brat*^*k06028 *^blots where probed, washed, and exposed together. *rp49 *was used as a loading control. Probes were generated by PCR from genomic DNA using the following pairs of primers: *hairy *forward (F), 5'CAAATTGGAAAAGGCCGACA3'; *hairy *reverse (R), 5'AGAGAAACCCTAAGCGGCTT3'; *cabut *F, 5'CTCTTCTAGTAGCCAAGACG3'; *cabut *R, 5'GAGATTGGTTCTGATGCTGC3'; *sox box protein 14 *F, 5'TCAGCAAGGACGATAAGCAGC3'; *sox box protein 14 *R, 5'AGCTCCGTTGTTATCGTGTGC3'; *CG5249 *F, 5'ACGATGTGGATCCTGAGACG3'; *CG5249 *R, 5'GCTCCATCATCAGCATGTGC3'; *CG11275 *F, 5'ACACAGATTGCGTGTTCCACG3'; *CG11275 *R, 5'TGGACAACGTGACTCCATACG5'; *brain tumor *F, 5'TCTCCACGAACTGGAGAACG3'; *brain tumor *R, 5'TGATGGTGTGACTGTTGGTGG3'; *vrille *F, 5'ACAGTTGTTGGCATCGCTGC3'; *vrille *R, 5'GACAACAAGAAGGACGAGAGC3'.

## Additional data files

The following additional data are available with the online version of this paper. Additional data file 1 lists the 4,188 genes that change their expression ≥1.5-fold or ≤-1.5-fold in at least one time point in *EcRi *animals. Additional data file 2 lists 20E-regulated and 20E primary-response genes. Additional data file 3 is a figure showing Northern blot analysis of RNA samples isolated from *w*^*1118 *^or *EcRi *animals staged at -4, 0, or 4 hours relative to pupariation.

## Supplementary Material

Additional data file 1 The 4,188 genes that change their expression ≥1.5-fold in at least one time point in *EcRi *animals. Click here for file

Additional data file 2 20E-regulated and 20E primary-response genes. Click here for file

Additional data file 3 Northern blot analysis of RNA samples isolated from *w*^*1118 *^or *EcRi *animals staged at -4, 0, or 4 hours relative to pupariation. Click here for file

## Figures and Tables

**Figure 1:**
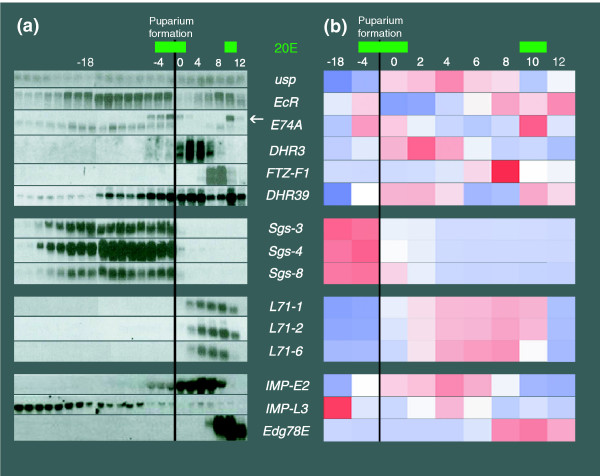
Validation of the temporal patterns of 20E-regulated gene expression as determined by microarray analysis. **(a) **Northern blot hybridizations adapted with permission from published data [27,28]. Arrow indicates *E74A *isoform. **(b) **Cluster analysis of microarray data derived from RNA samples isolated from staged wild-type animals. The colors for each time point represent the change in the level of expression relative to the average expression levels across all time points for that gene, with dark blue indicating the lowest level of expression and red indicating the highest level, as depicted on the bottom. The numbers at the top indicate hours relative to pupariation, with green bars representing the peaks of 20E titer.

**Figure 2:**
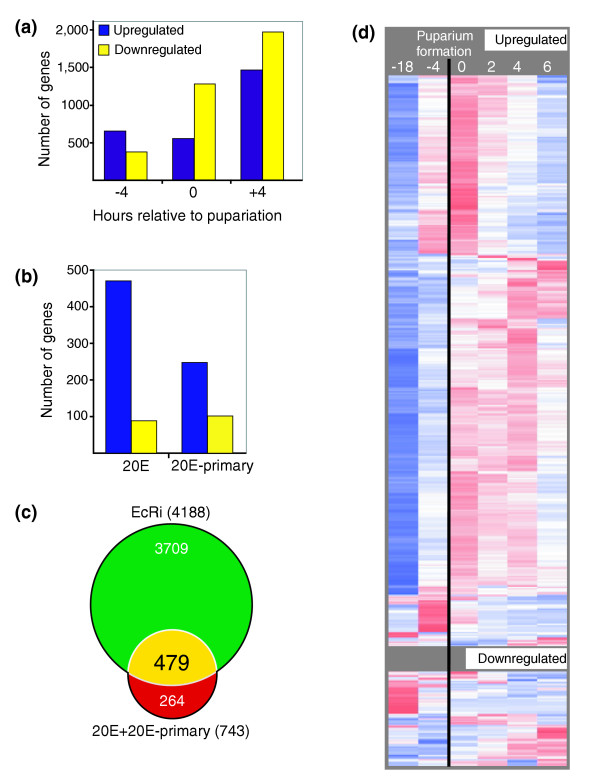
Microarray results for *EcRi *and 20E organ cultures experiments. **(a) **Graphic depiction of the number of genes upregulated (blue) or downregulated (yellow) in *EcRi *late third instar larvae or prepupae at the times indicated. **(b) **Graphic depiction of the number of 20E-regulated genes or 20E primary-response genes that are either upregulated (blue) or downregulated (yellow) in third instar larval organ culture. **(c) **Venn diagram depicting the overlap between all *EcR*-regulated genes and the combined 20E-regulated genes and 20E primary-response genes. **(d) **Cluster diagram depicting the temporal expression pattern of the 479 genes in the 20E-final set, divided into those genes that are upregulated by 20E (above) or downregulated by 20E (below). Times are shown in hours relative to puparium formation, and colors are as described in Figure 1b.

**Figure 3:**
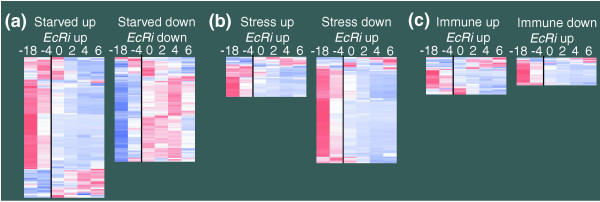
Temporal expression patterns of *EcR*-dependent genes that are regulated by **(a) **starvation, **(b) **stress, or **(c) **infection. Upregulated (up) and downregulated (down) genes are labeled, hours are relative to puparium formation, which is marked by a black line, and colors are as described in Figure 1b.

**Figure 4:**
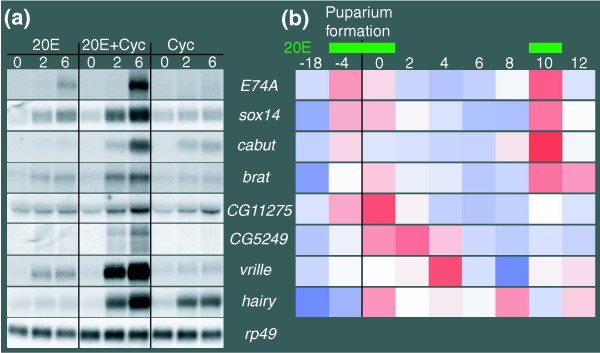
Validation of seven 20E primary-response regulatory genes. **(a) **Northern blot analysis of RNA samples isolated from organ cultures treated with either 20E alone, 20E plus cycloheximide (20E+Cyc), or cycloheximide (Cyc) alone, for 0, 2, or 6 hours. **(b) **Temporal expression patterns of depicted genes with hours shown relative to puparium formation. Green bars represent the peak 20E titers. Colors in the cluster analysis are as described in Figure 1b. Hybridization to detect *E74A *and *rp49 *mRNAs was included as a control.

**Figure 5:**
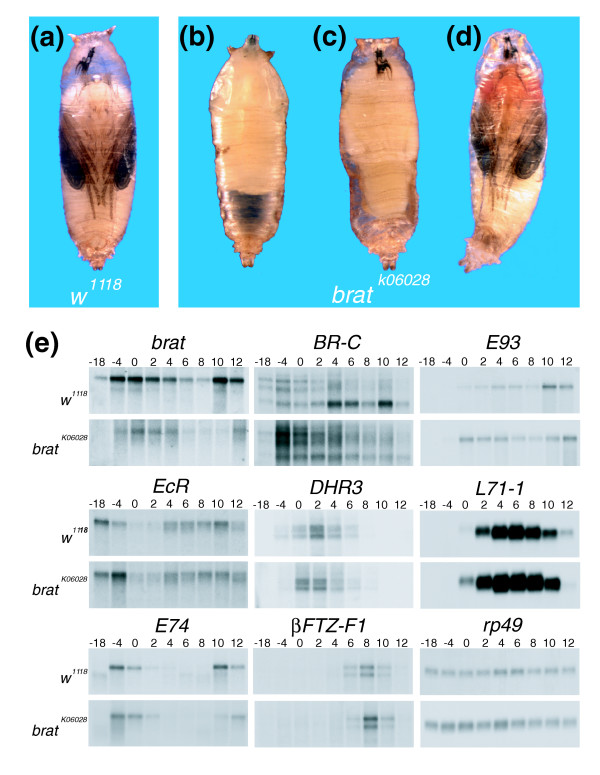
Mutations in *brat *lead to defects in genetic and biological responses to 20E. **(a) **Control *w*^*1118 *^pharate adult. **(b-d) **Representative *brat*^*k06028 *^mutant animals. **(e) **Northern blot analysis of *w*^*1118 *^and *brat*^*k06028 *^mutants staged in hours relative to pupariation. Blots were probed to detect *brat *mRNA and transcripts from seven different 20E-regulated genes. Hybridization to detect *rp49 *mRNA was included as a control for loading and transfer.

**Table 1:** *EcRi *and 20E microarray gene sets compared to gene sets from published microarray studies

Microarrays		*EcRi*↑ (n = 634)	*EcRi*↓ (n = 924)	20E↑ (n = 411)	20E↓ (n = 68)
A	midgut;*EcR*↑ (n = 371)	19 (5.8E-01)	120 (8.4E-91)*	65 (1.3E-63)*	4 (9.7E-02)
B	midgut;*EcR*↓ (n = 292)	113 (1.2E-176)*	12 (8.2E-02)	3 (5.0E-02)	10 (3.1E-13)*
C	Steroid CD↑ (n = 916)	34 (2.1-01)	192 (5.3E-73)*	125 (1.7E-87)*	2 (2.3E-01)
D	Steroid CD↓ (n = 931)	53 (8.0E-02)	157 (9.3E-39)*	59 (2.3E-10)*	16 (2.3E-08)
E	Starv Sug↑ (n = 718)	120 (3.1E-58)*	87 (1.1E-09)	47 (4.5E-09)	12 (2.9E-06)
F	Starv Sug↓ (n = 667)	55 (4.3E-06)	90 (7.7E-13)*	32 (4.9E-03)	10 (1.5E-04)
G	Stress↑ (n = 253)	33 (5.5E-11)*	34 (1.1E-05)	12 (8.7E-02)	9 (1.4E-12)*
H	Stress↓ (n = 310)	87 (4.7E-90)*	25 (3.0E-01)	9 (9.7E-01)	3 (2.2E-01)
I	Immune↑ (n = 221)	56 (1.1E-50)*	29 (8.8E-05)	14 (2.6E-03)	13 (3.5E-31)*
J	Immune↓ (n = 148)	40 (7.5E-40)*	17 (1.7E-02)	4 (8.6E-01)	3 (6.8E-03)

This table depicts a comparison of *EcRi *(columns 1 and 2) and 20E-final (columns 3 and 4) microarray data with five other gene sets: rows A and B, *EcR*-dependent genes expressed in the larval midgut [20]; rows C and D, cell death genes expressed in the larval salivary gland [37]; rows E and F, genes that change expression in response to starvation or a sugar diet [45]; rows G and H, genes that change expression in response to either paraquot, tunicamycin, or H_2_O_2 _[43]; and rows I and J, genes that change expression in response to bacterial insult [44]. Each gene set is divided into upregulated or downregulated genes as represented by the arrows, with the number of genes in each dataset represented by '(n =)'. The first number in each cell represents the number of overlapping genes between the two datasets being compared. The numbers within the parentheses in each cell represent a *p* value based on the χ^2 ^test that accounts for the differences between the observed and expected numbers. Correlations discussed in the text are marked with an asterisk (all those showing a *p* value ≤ E-10).

**Table 2:** 20E-induced, *EcR*-dependent genes

Gene	20E	20E primary	*EcRi *-4 h	*EcRi *0 h	*EcRi *4 h	Function
Eip74A*	11.0	12.6	-4.9	-4.5	-2.0	Transcription factor
Drosomycin-2	8.1		-4.5	-7.3	-14.5	Defense response
CG14664	4.7		-16.3	-22.9		n/o
GST-E3	3.7	3.2		-1.9		Glutathione transferase
Eip78C*	3.6	3.3	-6.2	-6.9	-1.9	Nuclear receptor
CG10444	3.4		-4.1	-7.1	-2.1	Na^+^-dependent multivitamin transporter
Punch	3.0	2.4	-3.1	-8.1	-2.2	GTP cyclohydrolase I
CG5171	3.0	2.7	-1.7	-1.5	-3.5	Trehalose-phosphatase
CG2444	3.0		-2.8	-2.4	2.3	n/o
Cyp18a1*	2.9	8.3	-2.3		-1.7	Cytochrome P450
CG5391	2.7		-5.2		3.1	n/o
MESR3	2.6		-1.5	-3.0	-1.6	Ras signaling
CG3714	2.6	2.3		-1.7		Nicotinate phosphoribosyltransferase
rdgBbeta	2.5	4.6		-2.2	-2.4	Phosphatidylinositol transporter
CG8501	2.4			-1.9	-1.8	n/o
l(3)00305	2.4	1.9		-1.6		Serine/threonine kinase
CG11737	2.4		-2.3	-2.0		n/o
Cabut	2.3	5.9	-1.9			Transcription factor
CG17834	2.3	1.6		-2.1	-4.4	n/o
Sox box protein 14	2.3	2.9	-1.5	-1.7		Transcription factor
JIL-1	2.2				-3.0	Protein serine/threonine kinase
CG18212	2.2			-2.1	-1.8	n/o
CG13252	2.2	2.0	-2.1	-2.4	-2.7	n/o
raspberry	2.2	1.7	-1.9	-2.2	-1.8	IMP dehydrogenase
supernumerary limbs	2.2			-3.1	-2.6	Ubiquitin-protein ligase
CG16995	2.1	1.5			-2.8	Defense response
lamina ancestor	2.1	2.9	-1.6	-3.1	-2.4	n/o
CG33090	2.1			-3.9	-1.5	n/o
CG7701	2.1			-1.6		n/o
rhea	2.1			-1.9	-2.2	Actin binding
Ptp52F	2.1	2.2	-2.4	-1.6		Protein tyrosine phosphatase
CG4822	2.1	1.4		-3.1	-2.2	ATPase activity
big brain	2.1				-2.4	Water channel
brain tumor	2.0	2.9		-1.7		Translation regulator
CG11529	2.0		-7.1	-2.2	2.0	Serine-type endopeptidase
CG11509	2.0	1.9			-1.6	n/o
CG3348	2.0	4.5	-3.0	-3.1	-1.7	n/o
CG9989	2.0		-1.5	-2.2	-2.5	n/o
blue cheese	1.9	2.0		-2.0	-1.6	Intracellular protein transport
CG14073	1.9	2.4			-1.5	Ankyrin-like
kruppel homolog 1*	1.9	3.5		-1.8	-2.2	Transcription factor
CRMP	1.8	2.6		-2.3	-3.2	Dihydropyrimidinase
CG9801	1.8	3.1		-4.5	-5.7	n/o
CG8483	1.8	5.4	-3.0	-2.8		Defense response
CG9005	1.8	2.4	-1.8	-1.8	-1.8	Cell adhesion
vrille	1.6	3.5			-1.6	Transcription factor
CG1342	1.6	2.4		-2.6	-8.5	Proteinase inhibitor I4, serpin
DHR3*	1.6	2.3			-2.9	Nuclear receptor
Eip75B*	1.5	2.8	-1.6			Nuclear receptor
hairy		4.4		-1.8	-1.6	Transcription factor
CG9192		3.3			-1.7	n/o
CG5249		3.0			-1.5	Transcription factor
black		2.7	-3.0	-7.0		Glutamate decarboxylase 2
CG2016		2.1	-2.0	-2.0	-2.0	n/o
CG12539		2.1	-1.7		-1.6	Glucose dehydrogenase
CG8788		2.0	-1.5	-2.5	-1.8	n/o

Genes that show at least a twofold induction with either 20E alone (20E), or 20E + cycloheximide (20E primary) are listed in the order of their fold-induction by 20E alone. Downregulation of these genes upon *EcR *RNAi is shown for each time point, -4, 0, or 4 hours relative to puparium formation. Function is inferred from gene ontology on FlyBase. [40]. Asterisks denote previously identified 20E-regulated genes. n/o, no ontology.

# Supplementary material for: The genomic response to 20-hydroxyecdysone at the onset of Drosophila metamorphosis
**Source:** Genome Biol. 2005 Nov 21;6(12):R99. doi: 10.1186/gb-2005-6-12-r99
**Supplement:** Additional data file 3 — Northern blot analysis of RNA samples isolated from w1118 or EcRi animals staged at -4, 0, or 4 hours relative to pupariation.

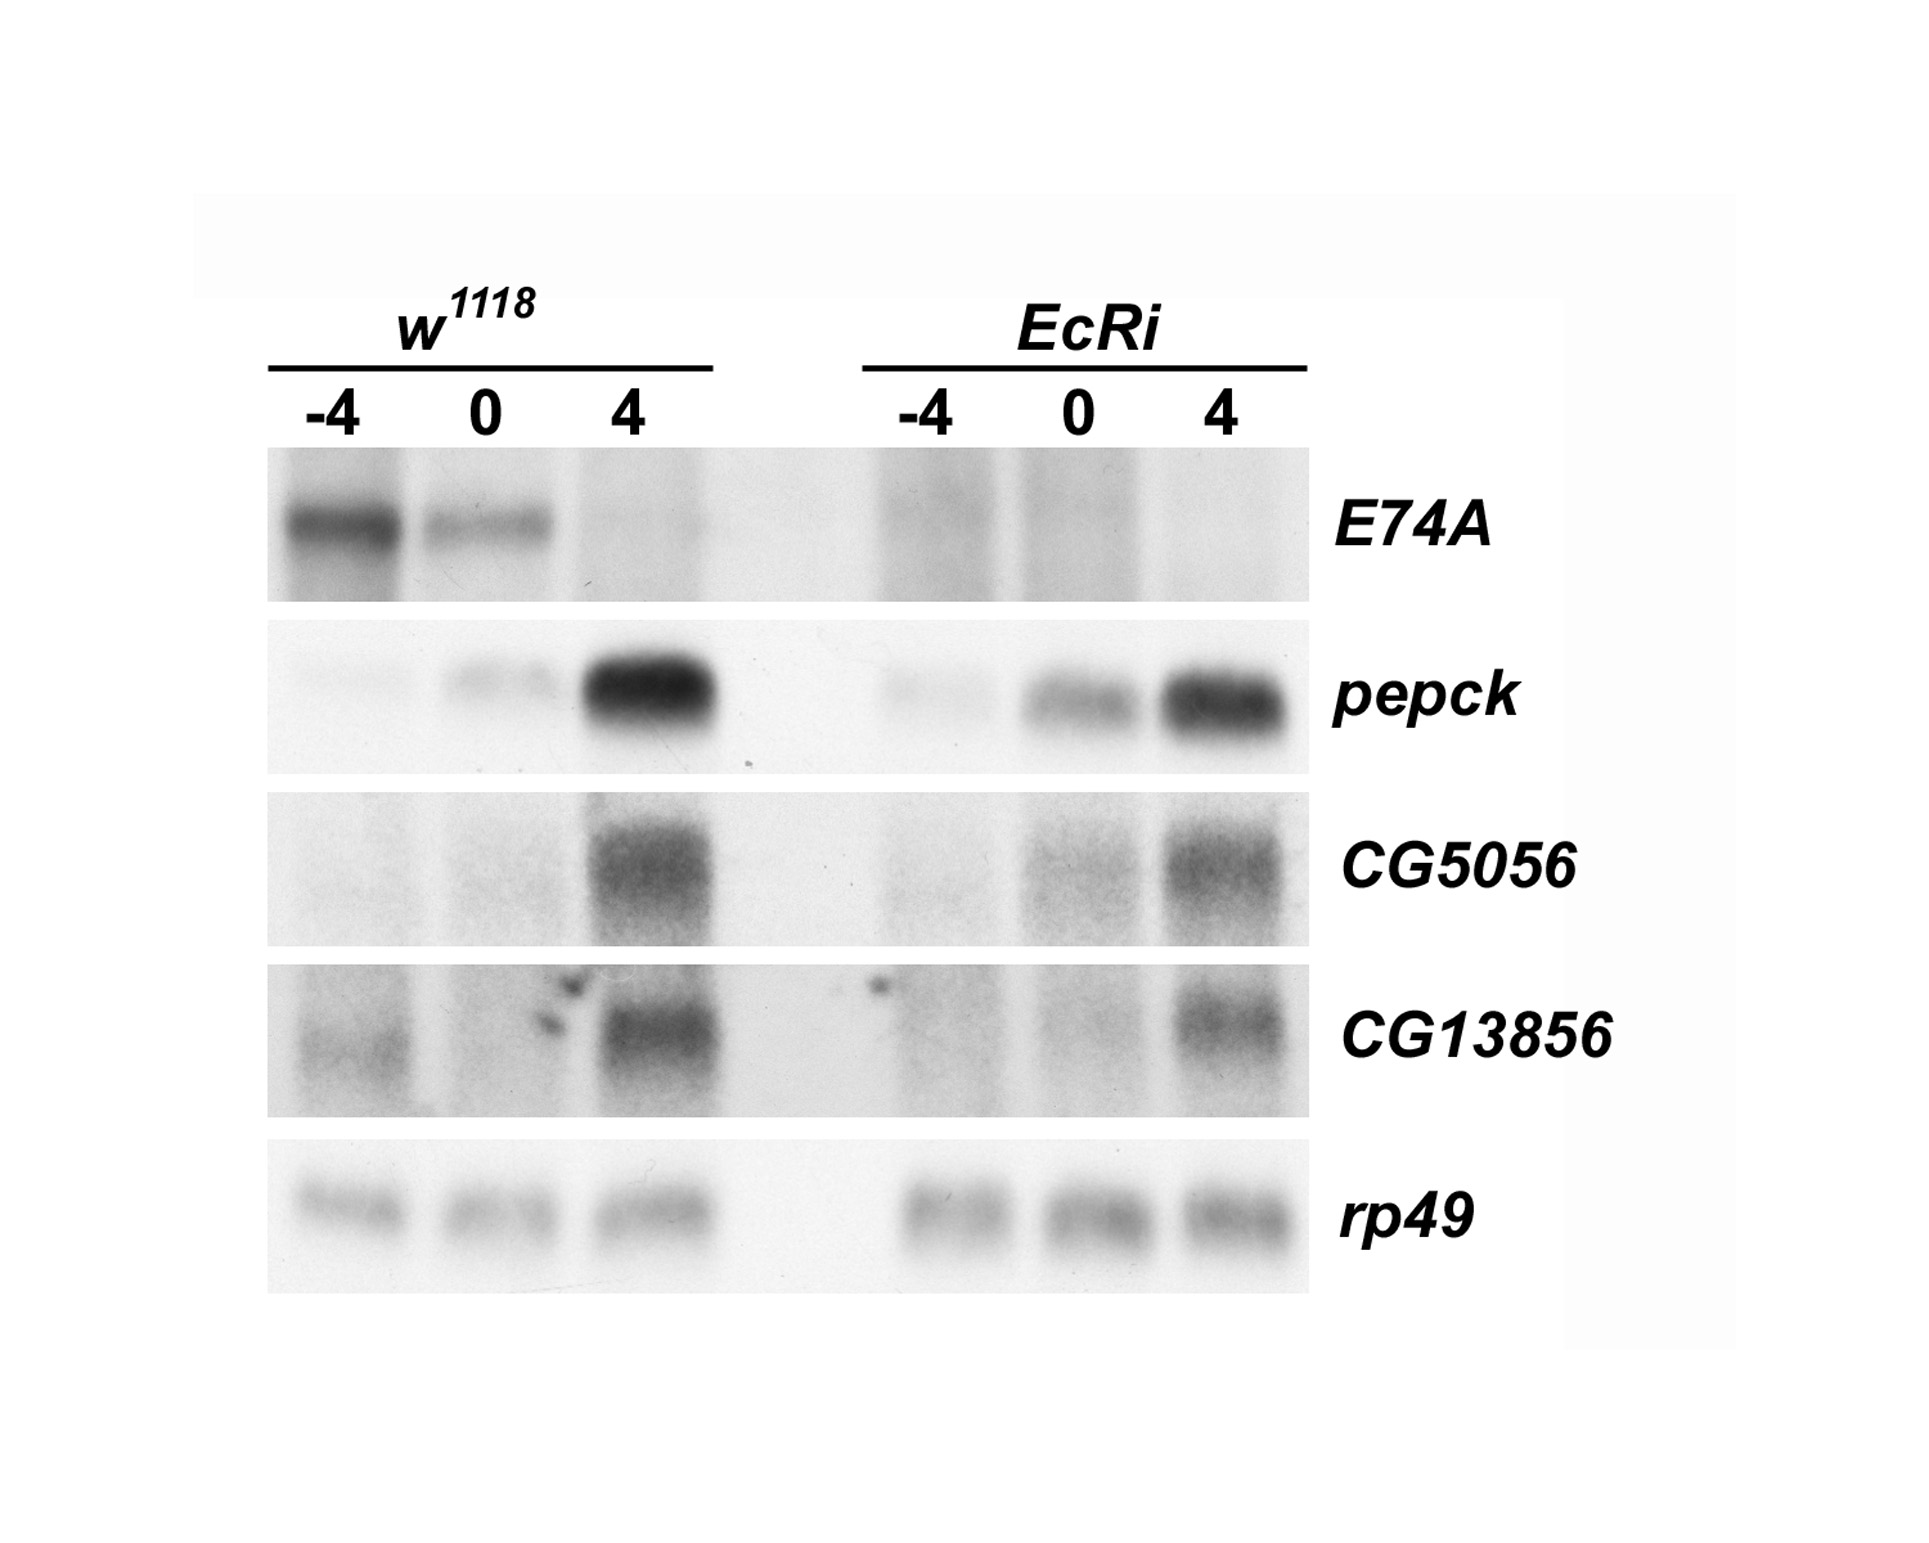

**Additional data 3:** Northern blot analysis of RNA samples isolated from *w1118* or *EcRi* animals staged at -4, 0, or 4 hours relative to pupariation. The *E74A* control is expressed in late third instar larvae (-4 hrs) and newly formed prepupae (0 hr), as expected, but not expressed in *EcRi* animals. In contrast, *pepck*, *CG5056*, and *CG13856* are induced normally at puparium formation in both *w1118* control and *EcRi* animals. Hybridization to detect *rp49* mRNA is included as a control for loading and transfer. The probe for *E74A* was generated by restriction digestion of a plasmid containing the *E74* cDNA (pBS-E74BcDNA) using BglII and SalI. The probe for *pepck* was isolated by restriction digestion of a plasmid containing the *pepck* cDNA (RH57538, Open Biosystems) using EcoRI and XhoI. Probes for CG5056 and CG13856 were generated by PCR from genomic DNA using the following pairs of primers: CG5065 L: 5’GAAAGCAACCTCCAGGACAA3’; R: 5’TACGTCCCGCATAAAACTGG3’; CG13856 L: 5’TGGCATCGCTAATCATCTTG3’; R: 5’CCGTCAGACCGGACTTTTTA3’

How the deposited data were processed for this re-analysis (not part of the article)

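RNA from organs of wandering larvae, cultured for 6 h, was hybridized by the authors to Affymetrix Drosophila Genome Arrays, 1 labelled sample per array. There were 12 arrays in 4 groups of 3: no hormone, 5 µM 20E, 85 µM cycloheximide, and both. The authors normalized the arrays with dChip, and the deposited values are its linear intensities, 1 for each of 13966 probe sets, with no control probe sets and no detection calls. The paper's text does not name the baseline array or whether mismatch probes entered the expression values. The replicates were compared for copied values: a pair of arrays of 1 group held from 2 to 8 identical intensities, and its log2 values had Pearson correlations from 0.983 to 0.993 across probe sets, which are not independent replicates. The array medians of the log2 values lay between 6.83 and 6.89.

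Intensities under 10 were set to 10 and converted to log2 values, with no further normalization. The 4 groups were fitted in 1 linear model with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit, and eBayes with an intensity trend), with two-sided p-values adjusted by Benjamini-Hochberg over all 13966 probe sets. The 4 comparisons were 20E minus no hormone, 20E plus cycloheximide minus cycloheximide, cycloheximide minus no hormone, and the difference of both effects of 20E, which is an interaction term. Probe sets at an adjusted p under 0.10 with at least a 1.3-fold change were called, apart from the interaction, which had no fold limit. The overlap of called sets was tested with Fisher's exact test per direction, and SAM was run with all 20 label permutations of 3 against 3 arrays at a false discovery rate under 10%.

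Probe sets took their gene from the platform's table where it gave exactly 1 (12442), while 327 had several; of 1197 with none, 90 were named from the paper's Additional data file 2 and 152 from its Additional data file 1, and 955 stayed unnamed. Only 1999 genes of Additional data file 1 could be read, so no test used it as a set. No genome came with the data, and no coordinates are given. The comparisons, the thresholds, the rule for named genes, 26 gene lists and most alternatives were set before the data were examined, but with the values of Table 2 and Additional data file 2 already seen. The rule named each gene the paper names from these arrays, and for each 20E comparison the 10 called probe sets with the largest increase and the 10 with the largest decrease among those with 1 gene name whose arrays did not overlap. For cycloheximide alone and for the interaction it named the 8 largest each way, and from each list up to 4 members with the smallest adjusted p and those the paper names. For the interaction, that arrays must not overlap was read as no overlap in at least 1 of the 2 comparisons with 20E, a reading made after the values were seen. A gene with several probe sets was represented in a list by the one with the highest mean log2 value. Lists with at least 5 measured genes were tested with camera, with a preset correlation of 0.01 and with an estimated one, and were adjusted over the lists of 1 comparison.

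The model was tested on simulated data with the spread of these arrays: of 67 probe sets changed 1.5-fold, limma called 80.6% with 20E alone, 91.0% with cycloheximide present, 76.1% with cycloheximide alone and 67.2% for the interaction. The share of false calls among all calls was 5.56%, 6.37%, 8.59% and 10.5%. The simulated noise was drawn once per comparison and independently for each probe set and array. It leaves out that real arrays deviated together, so these shares are not those of the real data. Whether equal replicate numbers mark cultures made together was checked by correlating deviations from the group mean. For cycloheximide and no hormone the arrays of equal number were the closest, with correlations of 0.41, 0.21 and 0.29 across probe sets for replicates 1, 2 and 3; the counts with cycloheximide alone moved by less than 1.5 times with the replicate number as a block. For the 20E comparisons the numbers did not pair replicates 1 and 2 with their controls. Replicate 3 was closest to the control of equal number, with 0.36 for 20E alone and 0.27 with cycloheximide present. For 20E with 20E plus cycloheximide the numbers paired replicates 1 and 2 (0.39 and 0.55) but not replicate 3 (0.09).

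The alternatives were SAM on log2 or linear values, a fit of only the 6 arrays compared, eBayes without the trend, floors of 1 and 50, log2 of the value plus 16, quantile normalization, centring of each array on its median, leaving out the dimmest part (0.333) of probe sets, an adjusted p under 0.05, no fold limit, folds from arithmetic means, each array left out in turn, and the replicate number as a block. Added after seeing the data were 20E plus cycloheximide compared with no hormone, a covariate from testis transcripts, and a fit of arrays of equal number as pairs, 20E with 20E plus cycloheximide and no hormone with cycloheximide. The paper's staged animals and EcRi animals were measured on other arrays, which are not among these data, so no conclusion about them was examined.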

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

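The counts over other splits of the arrays were planned; the tests on the 6 probe sets that parted the arrays and on arrays of 1 group that deviate together were chosen after the result was seen.

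The effect of 20E differed between cultures with and without cycloheximide for 19 probe sets by limma's interaction term, which singled out their genes. It was larger with cycloheximide for 11 of them, the cytochrome P450 gene Cyp18a1 (1.62 on the log2 scale), the zinc finger repressor gene Blimp-1 (1.32), the cyclin gene CycG (1.13), the oligosaccharyltransferase gene Ost48 (1.07), Osi2 (3.01), CG10485 (3.54), CG3408 (3.35), CG18334 (2.32), the nuclear receptor gene E75 (Eip75B, 0.90), the coactivator gene tai (0.62) and CG4704 (0.51), the last 2 named after their values were seen. It was lower for the other 8, CG8654 (-1.35, with 3 of 4 groups near the background), CG11529 (-1.29), Gclm of glutathione synthesis (-1.14), CG30344 (-0.90), the homeobox gene Dr (-0.80), the thioesterase gene Ppt2 (-0.73), the nuclear import gene Tnpo (-0.68) and the ribosome assembly gene Rrp5 (-0.62). Of 100 drawn splits that exchange arrays between the groups with and without 20E, 2 called as many probe sets, the real one with 19 included. The other of these 2 called 610 by exchanging 20E plus cycloheximide replicate 2 with cycloheximide replicate 2, which points to a structure of the samples. The highest of the remaining splits called 11. Splits that mix the groups carry the real effects of 20E into the spread, which can lower their counts, so they do not exclude chance. The count of 19 became 1 without no hormone replicate 2, 274 without 20E plus cycloheximide replicate 2, 49 without cycloheximide replicate 2 and 3 to 7 without any other single array. Left out in turn, each of no hormone replicates 1, 2 and 3 and 20E replicates 1, 2 and 3 and 20E plus cycloheximide replicate 3 and cycloheximide replicates 1 and 3 (adjusted p from 0.119 to 0.254) ended the call of E75, each of no hormone replicates 1, 2 and 3 and 20E replicates 1, 2 and 3 and 20E plus cycloheximide replicates 1 and 3 and cycloheximide replicate 1 (adjusted p from 0.103 to 0.243) that of tai, and each of no hormone replicates 1, 2 and 3 and 20E replicates 1, 2 and 3 and 20E plus cycloheximide replicates 1 and 3 and cycloheximide replicates 1 and 3 (adjusted p from 0.130 to 0.311) that of CG4704. With arrays of equal number as pairs, 20E with 20E plus cycloheximide and no hormone with cycloheximide, chosen after the values were seen, 1104 probe sets were called, the 19 included, and none in the other 9 ways to divide the 6 pairs. Those 9 ways mix pairs with and without 20E, which carries real differences into the spread and can lower their counts. Also, 10 ways are too few for a share under 0.05, and replicate 3 of 20E and of 20E plus cycloheximide hardly deviated together (a correlation of 0.09). Whether equal numbers mark cultures made together is not recorded, so the number of probe sets that differ is open between these fits.

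Cycloheximide alone, which the paper uses as a control and describes for several of 7 regulatory genes on blots, without a list from the arrays, gave 496 higher and 121 lower probe sets than no hormone. Among them were 7 E(spl) complex and Bearded genes and 9 genes of the list headed immediate early and JNK genes that were higher. Lower were 12 glutathione transferase genes and 5 antimicrobial peptide genes (CecA1, CecA2, CecB, CecC and AttD). The counts of higher probe sets were 241 without cycloheximide replicate 1 and 290 without no hormone replicate 3, and of lower ones 59, 200 and 77 without cycloheximide replicates 1, 2 and 3 and 206 and 63 without no hormone replicates 1 and 2. For 20E alone (301 called), 20E with cycloheximide present (175) and cycloheximide alone (617), only 1 of the 10 splits of the 6 arrays, the real one, called as many by limma, and the highest other split called 0. The other splits mix the groups and carry real effects into the spread, which can lower their counts. Besides, 10 splits are too few for a share under 0.05.

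Probe sets of CR11386, CG3408, asRNA:CR11538, CG10485, CG18334 and CG11346 were high on 7 arrays, those of no hormone, 20E plus cycloheximide and cycloheximide replicate 2, and low on the other 5, those of 20E and cycloheximide replicates 1 and 3, with gaps from 0.66 to 1.50 on the log2 scale. Neither a fall with 20E on all 12 arrays nor one limited to cultures without cycloheximide (median -1.72) could be tested: the 6 were higher with 20E plus cycloheximide than with cycloheximide by a median of 1.25, but they were picked as high on the former arrays, and none passed this comparison (adjusted p from 0.140 to 0.395). A chance split of the arrays is not excluded: of 792 splits into 7 and 5 arrays only 1, this one, parted 6 probe sets by at least 0.5, and the highest other parted 3, but the split, the probe sets and the gap were all picked from these values. Whether the 6 detect 1 shared sequence cannot be told apart from separate transcripts: their lowest pairwise correlation over the 12 arrays was 0.896, but within the 7 high arrays the median was 0.72 (range 0.05 to 0.97), and the probes' sequences are not in the files. A difference between the animals of each culture may also be a source, which the design does not test; the other probe set of CG3408 had a log2 fold change of 0.15 with 20E (standard error 0.10, adjusted p = 0.547).

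Arrays of different groups deviated from their group means together, with correlations across probe sets, which are not independent, of 0.551 between 20E replicate 2 and 20E plus cycloheximide replicate 2 and of -0.529 between 20E replicate 1 and the latter. An exchange of 20E plus cycloheximide replicate 2 with cycloheximide replicate 2 is excluded: of 45 probe sets at least 2-fold up with 20E alone, 43 were higher on the array labelled with 20E, with a median log2 difference of 0.98 (SD 0.67) against 0.44 and 0.59 for replicates 1 and 3. Different amounts of testis RNA in the wells are a candidate explanation that cannot be told apart from others: of 32 testis transcripts, a list written after the deviations had been seen, 62.5% lay above their group mean on no hormone replicate 1, 20E replicate 2, 20E plus cycloheximide replicate 2 and cycloheximide replicate 1 alike, and Mst84Dd, an abundant one, ranged from an intensity of 625 to 1662. Different amounts of muscle stay open as well, since the range of the muscle list over the arrays was 0.857 of that of the testis transcripts (0.38 and 0.44), and no record of the organs in each well is at hand. With the testis transcripts as a covariate, limma called 543 probe sets with 20E alone in place of 301 and 382 in place of 19 for the interaction, while covariates from 30 random lists gave 257 to 562 and 4 to 713; no biological explanation was tested.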

How the results depend on the processing

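The testis covariate, the fit of pairs and the comparison of 20E plus cycloheximide with no hormone were chosen after the result was seen, the other alternatives were planned, and the cause of a change was not tested except where fewer arrays or a stricter limit enter by construction. All these counts stayed within 1.5 times under SAM on log2 values, eBayes without the trend, log2 of the value plus 16, quantile normalization, without the dimmest part of probe sets, and with folds from arithmetic means. The counts of called probe sets moved under others: SAM on linear values gave 14 higher and 5 lower with 20E alone, 7 and 1 with cycloheximide present, 25 in either and 2 in both. A floor of 50 gave 106 and 24, 56 and 32, 174 in either, 44 in both, and 72 lower with cycloheximide alone. An adjusted p under 0.05 gave 160 and 32 with 20E alone, 51 lower with cycloheximide present, 256 in either, 76 lower with cycloheximide alone and 4 for the interaction. With no fold limit, 83 were lower with 20E alone and 396 with cycloheximide alone. The replicate block gave 95 lower with 20E alone, 141 lower with cycloheximide present, 605 in either and 56 for the interaction; the replicate block of pairs, 20E with 20E plus cycloheximide and no hormone with cycloheximide, gave 1104 for the interaction. A fit of only the 6 arrays gave 40 lower with cycloheximide present, and for the interaction a floor of 1 gave 30 and median centring 34. The testis covariate gave 458 and 85 with 20E alone, 136 lower with cycloheximide present, 699 in either and 382 for the interaction. 20E plus cycloheximide over no hormone gave 441 higher and 148 lower, 700 in either and 190 in both, and turned the log2 fold changes of CG13868 to 0.64, spz to 0.63, rau to 0.94, E(spl)m3-HLH to 0.70, E(spl)m7-HLH to 1.36, E(spl)mdelta-HLH to 1.47 and CG11529 to 0.45. With an estimated correlation, the lists past an adjusted p of 0.10 by camera went from 10 to 2 with 20E alone, from 9 to 2 with cycloheximide present, from 13 to 3 with cycloheximide alone and from 6 to 0 for the interaction.

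With 1 array left out, higher probe sets with 20E alone ranged from 88 (without no hormone replicate 2) to 304 (without 20E replicate 1), and 86 of the 88 were among the 246 of all arrays. Lower ones ranged from 17 (without no hormone replicate 2; 16 shared) to 68 (without no hormone replicate 1). With cycloheximide present the ranges were 56 (without cycloheximide replicate 3) to 87 (without cycloheximide replicate 2) higher and 26 (without cycloheximide replicate 1) to 142 (without 20E plus cycloheximide replicate 2) lower. Those in either comparison ranged from 222 (without no hormone replicate 2) to 518 (without 20E plus cycloheximide replicate 2), and those in both from 49 (without cycloheximide replicate 3) to 73 (without 20E plus cycloheximide replicate 2). With cycloheximide alone they were 241 (without cycloheximide replicate 1) to 543 (without no hormone replicate 1) higher and 59 to 206 lower (without the same arrays). The interaction ranged from 1 (without no hormone replicate 2) to 274 (without 20E plus cycloheximide replicate 2).

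Of 478 pairs of a named gene and a comparison, 197 were called, and 40 of these stayed called under every alternative chosen beforehand; SAM on linear values ended 126 of the calls and a floor of 50 ended 70. Of the 281 not called, 219 were called under none of them. The interaction has no value by SAM, from only 6 arrays, or with a fold limit or fold scale. Replicate numbers did not pair the 20E arrays with their controls, with correlations of deviations at equal numbers of -0.03, 0.11 and 0.36 with 20E alone and 0.03, -0.12 and 0.27 with cycloheximide present, and for 20E with 20E plus cycloheximide they were 0.39, 0.55 and 0.09, so that pairing does not hold for replicate 3. Between 15.7% and 17.5% of an array's intensities lay under 50, where changes are hidden by a floor of that size, and leaving out the dimmest part of probe sets removed 103 of the pairs.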

Differences from the paper's values

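The comparison of 20E plus cycloheximide with no hormone and the testis covariate were chosen after the result was seen; the other alternatives were set before the data were examined. The paper's counts rest on SAM at a false discovery rate under 10% with a 1.3-fold limit, and those here on limma at an adjusted p under 0.10 with the same fold limit. The paper gives 555 genes for 20E alone, and 301 probe sets were called here. Of these 301, 295 are among the paper's 555, and 540 of the 555 had an unadjusted p under 0.05 by limma. Both sets come from the same arrays. Of 20 alternatives, the replicate block (446) came within 1.5 times of the paper's count and the others did not, among them SAM on log2 values (312) and on linear values (19). The folds of the paper's 345 genes lie within 1% of 20E plus cycloheximide over no hormone for all 345. Only 163 of them changed at least 1.3-fold over cycloheximide. The paper's folds and those over cycloheximide here thus have unlike control groups. The paper states a comparison with cycloheximide, and how the genes behind its 345, 743 and 159 were selected was not tested. For 20E in the presence of cycloheximide the paper gives 345 and 175 were called here. Of these 175, 93 are among the 345, and 224 of the 345 had an unadjusted p under 0.05 over cycloheximide by limma. Of 20 alternatives only the replicate block (271) came within 1.5 times, and SAM gave 170 and 8. In either comparison the paper gives 743 and 401 were called here; of 26 alternatives, the replicate block (605) and leaving out 20E plus cycloheximide replicate 2 (518) came within 1.5 times, and the others did not. For the genes in both the paper's text gives 159, its table holds 157, and 75 were called here; of 26 alternatives only the replicate block (112) came within 1.5 times. The testis covariate, chosen after the values were seen, gave 543, 267, 699 and 111, all within 1.5 times of the paper's, and left 85 of its 555 and 228 of its 345 genes uncalled. The comparison with no hormone, also chosen after the values were seen, gave 589 with cycloheximide present, which is over 1.5 times the paper's 345, 700 in either and 190 in both, and left 63 of the paper's 345 genes uncalled.

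A fold was counted as different where it lay more than 1.5 times from the paper's and farther than the larger SD of the log2 values within the groups compared, or on the other side of no change. By this tolerance none of 49 folds of Table 2 and 10 of Additional data file 2 for 20E alone differed from the paper's. For 20E in the presence of cycloheximide, the folds over cycloheximide differed by the same tolerance for 13 of 39 genes of Table 2 and 1 of 12 from Additional data file 2. Under none of 18 alternatives (17 for kruppel homolog 1 and CG9801) did the fold come near the paper's for Eip74A (the paper's 12.6 and 5.65 here), CG5171 (the paper's 2.7 and 1.60), Cabut (the paper's 5.9 and 2.06), lamina ancestor (the paper's 2.9 and 1.59) or CG3348 (the paper's 4.5 and 1.69). The same held for kruppel homolog 1 (the paper's 3.5 and 1.76), CG9801 (the paper's 3.1 and 1.75), CG8483 (the paper's 5.4 and 1.56), hairy (the paper's 4.4 and 1.89) and CG9192 (the paper's 3.3 and 1.51). For brain tumor (the paper's 2.9 and 1.87) the values no longer differed without 20E plus cycloheximide replicate 1 or cycloheximide replicate 1, and differed under the other 16 alternatives. For CRMP (the paper's 2.6 and 1.68) they no longer differed without either of these or 20E plus cycloheximide replicate 3, among 17 alternatives. For black (the paper's 2.7 and 1.75) this was so under quantile normalization and without 20E plus cycloheximide replicate 1 or cycloheximide replicate 1 or 2, and for Defensin (the paper's -4.19 and -2.11) without 20E plus cycloheximide replicate 3, among 18 alternatives each. Over no hormone, a comparison chosen after the values were seen, none of the 39 and 12 folds differed.

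Of the 49 genes of Table 2 with a fold for 20E alone, 46 rose here, and of the 39 with a fold in the presence of cycloheximide, 28 did over cycloheximide and 37 over no hormone, the control group that the paper's folds match. The paper names Cecropin C, Attacin A, Drosocin, Drosomycin and Defensin as lowered by 20E, and none of the 5 was called by limma in either 20E comparison. All 5 had lower mean intensities with 20E alone, with log2 fold changes of -0.49, -0.77, -1.26, -0.62 and -0.88. The paper's set holds Drosomycin and Defensin only with cycloheximide present, with folds that match 20E plus cycloheximide over no hormone. Over no hormone, a comparison chosen after the values were seen, both were called. The paper also names the L71 late genes: of 11, none was called with 20E alone by limma or SAM, and at an unadjusted p under 0.05 1 was higher and 1 lower. With 20E alone, CG1342, rhea, CG9801, Attacin A, Cecropin C, Drosocin and Eig71Ee of the L71 genes are in the paper's set and were not called here; the replicate block called all 7. Quantile normalization called Cecropin C and Eig71Ee, leaving out the dimmest part of probe sets and eBayes without the trend called Eig71Ee, leaving out 20E replicate 2 called Drosocin, and SAM on log2 values, a floor of 1 and median centring called CG9801. The testis covariate, chosen after the values were seen, called Drosocin, Eig71Ee, CG1342, rhea and CG9801, and left 85 of the paper's 555 genes uncalled.

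In the presence of cycloheximide, 22 genes the paper names from its set were not called here over cycloheximide, and Attacin A, Fbp-2, Sgs-1, CG4822 and raspberry were called under no setting. The replicate block called Drosocin, Drosomycin, CG11275, CG9192, CG2016, CG13252, CG9801 and CRMP, and SAM on log2 values called Drosomycin, CG2016 and CG8483. A fit of only the 6 arrays called CG2016, a floor of 1 and median centring called urate oxidase, CG13252 and CRMP, and log2 of the value plus 16 called these 3 and CG9192. Quantile normalization called urate oxidase and CG13252, and leaving out the dimmest part of probe sets called these and CG11275. Leaving out 20E plus cycloheximide replicate 2 called Drosocin and urate oxidase, and leaving out replicate 3 called CG11275 and CG9192. The testis covariate, chosen after the values were seen, called Drosocin, Drosomycin, CG9192, CG13252, CG9801, CRMP and CG8483, and left 228 of the paper's 345 genes uncalled. The comparison with no hormone, also chosen after the values were seen, called these 7 and urate oxidase, Eig71Ee, Defensin, black, rhea, CG11275, CG2016, CG11509, IMP-E2 and CG5171, and left 63 of the 345 uncalled.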

Other observations

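The counts and tests of gene lists were planned, and the tests of what the paper's folds are relative to were chosen after the result was seen.

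Single genes of several lists not described at a claim were called with 20E alone, and none of these lists passed the test by camera with an estimated correlation. Of 12 autophagy genes, Atg1 and Atg7 rose (limma; 2 when adjusted over the list alone), Atg7, which encodes the enzyme that activates ubiquitin-like autophagy proteins, by a log2 fold change of 0.86 (standard error 0.16, adjusted p = 0.0255); its call ended without no hormone replicate 2 (0.115, in a range of 0.00787 to 0.115 over the alternatives). Of 14 cell death genes, Dark and the initiator caspase gene Dronc rose (2 when adjusted over the list alone), Dronc by 0.64 (standard error 0.13, adjusted p = 0.0355); its call ended without no hormone replicate 2 or 3 or 20E replicate 2 (0.136, 0.120 and 0.134, in a range of 0.00946 to 0.136). By camera the autophagy and cell death lists were higher with adjusted p-values of 0.0237 and 0.0374 (adjusted p = 0.680 and 0.583 with an estimated correlation). Of 83 cytochrome P450 genes, Cyp12c1, Cyp18a1, Cyp4p1, Cyp6d2 and Cyp6d5 rose and Cyp6a23 fell (6 and 1 when adjusted over the list alone); Cyp6d5 had 0.82 (standard error 0.14, adjusted p = 0.0142) and Cyp6a23 -0.84 (standard error 0.20, adjusted p = 0.0710), and the list as a whole a camera adjusted p of 0.592 (adjusted p = 0.873 with an estimated correlation). With each array left out in turn, the call of Cyp12c1 ended for no hormone replicates 1 and 2 and 20E replicate 2 (adjusted p from 0.101 to 0.165), that of Cyp4p1 for 20E replicate 2 (adjusted p = 0.101), that of Cyp6a23 for no hormone replicates 2 and 3 and 20E replicates 2 and 3 (adjusted p from 0.204 to 0.262) and that of Cyp6d2 for no hormone replicates 1, 2 and 3 and 20E replicates 1, 2 and 3 (adjusted p from 0.132 to 0.325). Of 15 genes of lipid metabolism, the lipase gene brummer (bmm) rose (3 when adjusted over the list alone; camera 0.592, adjusted p = 0.827 with an estimated correlation), by 0.56 (standard error 0.09, adjusted p = 0.0142), and by 0.63 (standard error 0.09, adjusted p = 0.00731) with cycloheximide present. Of 17 genes in the list headed immediate early and JNK genes, cbt, emc, vri and slbo rose and aos fell with 20E alone (5 and 2 when adjusted over the list alone). With cycloheximide present cbt, hry, vri and slbo rose and Jra fell (4 and 2 when adjusted over the list alone). The C/EBP factor gene slbo had 0.58 (standard error 0.07, adjusted p = 0.00182) and 0.50 (standard error 0.07, adjusted p = 0.00412). The call of aos ended for no hormone replicates 1 and 3 and 20E replicates 2 and 3 (adjusted p from 0.139 to 0.261), and that of Jra for 20E plus cycloheximide replicate 1 and cycloheximide replicate 1 (adjusted p from 0.121 to 0.138). This list had a camera adjusted p of 0.0719 with 20E alone (adjusted p = 0.495 with an estimated correlation). Of 12 heat shock genes, Hsp110 rose (3 when adjusted over the list alone), by 0.52 (standard error 0.14, adjusted p = 0.0978), a call that ended without no hormone replicate 2 or 3 (0.358 and 0.211) or 20E replicate 2 or 3 (0.285 and 0.250), in a range of 0.0672 to 0.358; the list's median was 0.26, with a camera adjusted p of 0.0169 (adjusted p = 0.680 with an estimated correlation). Of 37 ribosomal protein genes RpL24-like rose (1 higher and 1 lower when adjusted over the list alone; camera 0.0971, adjusted p = 0.827 with an estimated correlation), and of 11 glycolysis genes Ldh (1 when adjusted over the list alone; camera 0.804, adjusted p = 0.884 with an estimated correlation). The call of RpL24-like ended without no hormone replicates 1, 2 or 3 (0.116, 0.262 and 0.117) or 20E replicates 2 or 3 (0.253 and 0.199), in a range of 0.0148 to 0.262.

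Markers of single organs and several other lists held no called gene with 20E alone by limma or by SAM: 8 salivary gland glue genes, 8 fat body proteins, 20 Edg and cuticle genes, 7 Halloween and ecdysteroid synthesis genes, 10 hemocyte genes, 22 midgut proteases, 13 muscle genes, 12 nervous system genes, 15 genes of DNA replication and the cell cycle, 12 E(spl) complex and Bearded genes, 21 genes of Toll and Imd signalling and 8 of translation. At an unadjusted p under 0.05 the glue genes, the Halloween genes and the midgut proteases had none, the fat body, hemocyte and nervous system lists 1 lower each, the Edg, DNA replication, E(spl) and translation lists 1 higher each, the muscle list 1 higher and 1 lower, and the Toll and Imd list 2 higher and 2 lower. When adjusted over the list alone, 1 gene of Toll and Imd signalling was lower and none of the other lists held one. The 8 translation genes all had log2 fold changes above 0, with a median of 0.16 and a camera adjusted p of 0.0374 (adjusted p = 0.495 with an estimated correlation). With cycloheximide present, spz, which encodes the ligand of Toll, fell with 20E by a log2 fold change of -0.99 (standard error 0.22, adjusted p = 0.0603) (1 lower of 21 when adjusted over the list alone), and the Toll and Imd list was lower by camera with an adjusted p of 5.97e-05 (adjusted p = 0.313 with an estimated correlation). The call of spz ended without 20E plus cycloheximide replicate 1 or 3 (0.168 and 0.237) or cycloheximide replicate 1, 2 or 3 (0.240, 0.101 and 0.101), in a range of 0.0274 to 0.240. By camera, with cycloheximide present, the glutathione transferases were higher (0.0485) and the fat body (0.0165), E(spl) and Bearded (0.0485) and midgut protease lists (0.0485) lower, and with an estimated correlation the adjusted p = 0.745, 0.149, 0.808 and 0.853 in that order; in the last 3 lists no gene was called by limma or SAM, and 1, 3 and 1 were lower at an unadjusted p under 0.05.

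With cycloheximide alone, further lists held called genes, although apart from the 7 regulators the paper selected none of them passed the test by camera with an estimated correlation. Of 14 cell death genes, Dcp-1, Dronc, hid, rpr and Strica rose (5 when adjusted over the list alone), rpr, an activator of apoptosis, by 0.84 (standard error 0.16, adjusted p = 0.0163); camera gave an adjusted p of 0.00385 for the list (adjusted p = 0.225 with an estimated correlation). Of 21 genes of Toll and Imd signalling, cact, Fadd, Rel and spz rose and the recognition protein genes PGRP-SA and PGRP-SB1 fell (5 and 2 when adjusted over the list alone; camera 0.00128, adjusted p = 0.267 with an estimated correlation), with spz at 1.63 (standard error 0.22, adjusted p = 0.00182). Of 17 early ecdysone regulators, br, Eip74EF, Hr78 and Kr-h1 rose (4 when adjusted over the list alone; camera 0.0582, adjusted p = 0.225 with an estimated correlation), and of the 7 regulators the paper selected 4 did (4 when adjusted over the list alone; camera 2.94e-07, adjusted p = 0.0839 with an estimated correlation), a list the paper chose on the same arrays and so not independent evidence. Of 83 cytochrome P450 genes Cyp6a20 fell (1 when adjusted over the list alone), by -0.75 (standard error 0.11, adjusted p = 0.00449), and the list's median was -0.12 with a camera adjusted p of 0.00196 (adjusted p = 0.267 with an estimated correlation). Of 11 glycolysis genes Ldh fell (1 higher and 1 lower when adjusted over the list alone; camera 0.0214, adjusted p = 0.225 with an estimated correlation), by -0.72 (standard error 0.10, adjusted p = 0.00208). E2f1 rose among 15 genes of DNA replication (none when adjusted over the list alone; camera 0.0626, adjusted p = 0.225 with an estimated correlation), apolpp among 8 fat body genes, lz among 10 hemocyte genes, and Eip63E and ImpL2 among 12 other early ecdysone-inducible genes (1, 1 and 2 when adjusted over the list alone; camera 0.546, 0.950 and 0.622, adjusted p = 0.722, 0.979 and 0.856 with an estimated correlation). RpS28a fell among 37 ribosomal protein genes (none when adjusted over the list alone; camera 0.0582, adjusted p = 0.731 with an estimated correlation) and ref(2)P among 12 autophagy genes (1 when adjusted over the list alone; camera 0.546, adjusted p = 0.856 with an estimated correlation). Of 11 L71 late genes none was called by limma, 1 was higher by SAM, and 1 was higher and 3 lower at an unadjusted p under 0.05 (1 higher and 1 lower when adjusted over the list alone; camera 0.0492, adjusted p = 0.267 with an estimated correlation). Of the 60 called genes of all lists with cycloheximide alone, 36 kept their call with each of the 6 arrays left out in turn. Among those named, with the array given left out alone, the calls of Dcp-1, hid, Strica and Dronc ended for no hormone replicates 2 and 3 and cycloheximide replicates 1, 2 and 3 (adjusted p from 0.107 to 0.268), no hormone replicates 1, 2 and 3 and cycloheximide replicates 1 and 3 (adjusted p from 0.145 to 0.276), no hormone replicates 2 and 3 and cycloheximide replicate 1 (adjusted p from 0.130 to 0.162) and no hormone replicate 3 and cycloheximide replicate 1 (adjusted p from 0.111 to 0.129), in that order. In the Toll and Imd list, cact ended for cycloheximide replicate 1 (adjusted p = 0.117), Rel for no hormone replicate 3 and cycloheximide replicate 1 (adjusted p = 0.107 for each), Fadd for no hormone replicates 1, 2 and 3 and cycloheximide replicates 1, 2 and 3 (adjusted p from 0.123 to 0.262), PGRP-SA for no hormone replicates 2 and 3 and cycloheximide replicates 1 and 3 (adjusted p from 0.115 to 0.129) and PGRP-SB1 for no hormone replicates 1, 2 and 3 and cycloheximide replicates 1, 2 and 3 (adjusted p from 0.106 to 0.224). Among the regulators, br ended for no hormone replicates 2 and 3 and cycloheximide replicates 1 and 3 (adjusted p from 0.154 to 0.261) and Hr78 for no hormone replicate 2 and cycloheximide replicate 1 (adjusted p up to 0.117). The call of E2f1 ended for no hormone replicates 2 and 3 and cycloheximide replicates 1 and 3 (adjusted p from 0.170 to 0.294), apolpp for no hormone replicates 1 and 2 and cycloheximide replicates 1, 2 and 3 (adjusted p from 0.131 to 0.231), lz for no hormone replicate 3 (adjusted p = 0.126), Eip63E for no hormone replicates 2 and 3 and cycloheximide replicates 1, 2 and 3 (adjusted p from 0.110 to 0.253) and ImpL2 for no hormone replicates 2 and 3 and cycloheximide replicate 1 (adjusted p from 0.110 to 0.128). Of the genes that fell, RpS28a lost its call for no hormone replicates 2 and 3 and cycloheximide replicates 1, 2 and 3 (adjusted p from 0.131 to 0.307) and ref(2)P for no hormone replicates 1, 2 and 3 and cycloheximide replicates 2 and 3 (adjusted p from 0.104 to 0.168).

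For the difference between both effects of 20E, 6 lists passed an adjusted p of 0.10 by camera with the preset correlation: autophagy (0.0262), cell death (0.0423), heat shock, midgut proteases and Toll and Imd signalling were lower with cycloheximide and the glutathione transferases higher (0.0415 each), and for all 6 the adjusted p = 0.785 with an estimated correlation.

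Additional data file 2 of the paper gives 555 folds for 20E alone, all 555 within 1% of the ratio of the mean intensities with 20E and without hormone. Of its 345 folds for 20E primary-response genes, 6 lay within 1% of the ratio of 20E plus cycloheximide to cycloheximide, which excludes that ratio as the source of the column, and 345 lay within 1% of the ratio to no hormone, so the column is consistent with folds over no hormone. Over cycloheximide, 163 of the 345 changed at least 1.3-fold in mean intensity, 93 were called here, and 23 of the 345 were higher and 4 lower with cycloheximide alone. For 8 genes the sign was the opposite: CG13868 (the paper's 1.55 and -2.32 over cycloheximide), spz (the paper's 1.56 and -2.02), rau (the paper's 1.95 and -1.93), Tre1 (the paper's 1.37 and -1.76), GNBP-like3 (the paper's 1.34 and -1.77), E(spl)m7-HLH (the paper's 2.64 and -1.40), Spn28Dc (the paper's 2.10 and -1.54) and CG5493 (the paper's 4.55 and -1.42). How the authors selected the genes of that column was not tested.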
